# Opposite Phenotypes of Muscle Strength and Locomotor Function in Mouse Models of Partial Trisomy and Monosomy 21 for the Proximal *Hspa13-App* Region

**DOI:** 10.1371/journal.pgen.1005062

**Published:** 2015-03-24

**Authors:** Véronique Brault, Arnaud Duchon, Caroline Romestaing, Ignasi Sahun, Stéphanie Pothion, Mona Karout, Christelle Borel, Doulaye Dembele, Jean-Charles Bizot, Nadia Messaddeq, Andrew J. Sharp, Damien Roussel, Stylianos E Antonarakis, Mara Dierssen, Yann Hérault

## Abstract

The trisomy of human chromosome 21 (Hsa21), which causes Down syndrome (DS), is the most common viable human aneuploidy. In contrast to trisomy, the complete monosomy (M21) of Hsa21 is lethal, and only partial monosomy or mosaic monosomy of Hsa21 is seen. Both conditions lead to variable physiological abnormalities with constant intellectual disability, locomotor deficits, and altered muscle tone. To search for dosage-sensitive genes involved in DS and M21 phenotypes, we created two new mouse models: the Ts3Yah carrying a tandem duplication and the Ms3Yah carrying a deletion of the *Hspa13-App* interval syntenic with 21q11.2-q21.3. Here we report that the trisomy and the monosomy of this region alter locomotion, muscle strength, mass, and energetic balance. The expression profiling of skeletal muscles revealed global changes in the regulation of genes implicated in energetic metabolism, mitochondrial activity, and biogenesis. These genes are downregulated in Ts3Yah mice and upregulated in Ms3Yah mice. The shift in skeletal muscle metabolism correlates with a change in mitochondrial proliferation without an alteration in the respiratory function. However, the reactive oxygen species (ROS) production from mitochondrial complex I decreased in Ms3Yah mice, while the membrane permeability of Ts3Yah mitochondria slightly increased. Thus, we demonstrated how the *Hspa13-App* interval controls metabolic and mitochondrial phenotypes in muscles certainly as a consequence of change in dose of *Gabpa*, *Nrip1*, and *Atp5j*. Our results indicate that the copy number variation in the *Hspa13-App* region has a peripheral impact on locomotor activity by altering muscle function.

## Author Summary

Down syndrome is the most common genetic cause of intellectual disabilities, and marked hypotonia is among the constant diagnostic traits. Here we observe the opposite changes in locomotion, muscle strength, and energetic balance in new mouse models of DS and M21 for the *Hspa13*-*App* proximal region of human chromosome 21. The differential expression analysis revealed downregulation of skeletal muscle genes controlling energetic metabolism, mitochondrial activity, and biogenesis in Ts3Yah, while upregulation of similar set of genes was found in Ms3Yah mice. This phenomenon correlates with the changes in mitochondrial proliferation with increased membrane permeability of Ts3Yah mitochondria and decreased mitochondrial ROS production in Ms3Yah mice. Our results demonstrate the opposite phenotypic effect of trisomy and monosomy of the *Hspa13-App* syntenic region of human chromosome 21, highlighting new physiological mechanisms for hypotonia in DS individuals.

## Introduction

DS and M21 are complex genetic conditions that arise from an altered dosage of genes on human chromosome 21 (Hsa21). Full M21 is rare and generally not compatible with life, with only a few cases reported in literature, and the oldest case survived for only a few days after birth [1–5]. The remaining M21 cases are partial deletion or mosaics. The phenotypes of M21 are variable among individuals and depend on the specific deleted region of Hsa21. Some patients have only mild to moderate intellectual disabilities [6, 7], while others are more severely affected and present multiple dysmorphic craniofacial, skeletal, and cardiac features, as well as muscular, ocular, pulmonary, renal, and genitourinary abnormalities [8–12].

DS, with an incidence of one in 700 live births [13], is still the most common viable cause of chromosomal aneuploidy in humans and the most frequent genetic cause of intellectual disability. Besides the characteristic of facial dysmorphology, hypotonia is one of the major traits observable at birth in this disorder. More than 80 features occur with various degrees of expression and frequency in DS, and some have been associated with regions of Hsa21 [12, 14]. However, the causes of delayed motor performance affecting both gross and fine motor skills, weak muscle strength, and exercise performance are not known. Motor impairments are prominent throughout life and may contribute to the delay in cognitive skills [15, 16]. Poor locomotor skills have been attributed to impaired coordinated input due to cerebellar dysfunction [17, 18] but might have a more complex origin combining deficit in balance and postural control, stiffness, reduced muscular strength, and hypotonia.

Hypotonia is a state of low muscular tonicity due to decreased springlike properties of the striated muscle fibres, which suffer from a lack of energy to keep working at a normal level for a long time and a slower speed of response. Hypotonia may also be accompanied by reduced muscular strength. It can be caused by abnormal muscle function, abnormal neurological input, or metabolic diseases. Impaired exercise endurance is observed in DS individuals and could arise from endocrinal or metabolic perturbations [19, 20]. However, little is known about the origin of hypotonia in DS.

Mouse models provide a powerful tool to study the physiological, cellular, and molecular aspects of human diseases. Moreover, the possibility to manipulate large genomic regions in the mouse genome has offered a chance to develop mouse models of aneuploidies and investigate the relationship between phenotype and genotype. Hsa21 genes are found in three syntenic regions localised on mouse chromosomes 16 (Mmu16, 23.3 Mb, 115 Hsa21 orthologous genes), 17 (Mmu17, 1.1 Mb, 19 Hsa21 orthologous genes), and 10 (Mmu10, 2.3 Mb, 41 Hsa21 orthologous genes) (http://www.ensembl.org).

Several mouse models have been generated over the years that display many features of DS [21–25], but locomotor activity has not previously been fully investigated in these models. There is little in literature about the locomotor phenotype of the trisomic models for genes located on the Mmu16. Moreover, conflicting results have been reported on the motor abilities of Ts65Dn mice that are trisomic for 102 orthologous of Hsa21 genes (http://www.ensembl.org) located between *Mprl39* and *Zfp295* [26, 27]. Additionally, this model is trisomic for 50 genes and 10 pseudogenes present in the centromeric part of Mmu17 that is irrelevant to DS [28]. Studies from Costa and collaborators reported lower maximal treadmill running speeds, deficits in balance and motor coordination assessed by the rotarod test, and reduction in grip force [29, 30], whereas Hyde and collaborators found no impairment in motor learning in Ts65Dn mice [31, 32]. Several analyses have described abnormal electrical and biochemical properties in motor neurons and muscle cells both in human and DS mouse models [33–35]. The analysis of the distal part of the Hsa21 did not reveal locomotor deficit in a mouse model trisomic for the *Abcg1-U2af1* segment on Mmu17 [25] and demonstrated that the *Cstb-Prmt2* segment is also not necessary, as going back to two copies of this region in the Tc1 transchromosomic model does not rescue the locomotor deficit observed in this model (although five genes in this region were not tested here as they are not trisomic in Tc1) [36].

To assess the contribution of the DS phenotype associated with the 9.4 Mb *Hspa13-App* Hsa21 syntenic region on Mmu16 that is not trisomic in the widely used Ts65Dn model, we generated through chromosome engineering a trisomic mouse model (Ts3Yah) and the corresponding monosomic model (Ms3Yah) for this region. Those mice were evaluated for different behavioural phenotypes associated with DS and displayed opposite locomotor phenotypes. While Ts3Yah mice have impaired locomotion that is associated with increased grip strength and muscle mass, the opposite phenotype was observed in Ms3Yah animals. The transcription profile analysis of skeletal muscles revealed coordinate changes in muscle metabolic activity and mitochondrial biogenesis. This finding was confirmed by alteration in the oxidative capacity and mitochondrial content of the skeletal muscles. This study unravels new insight into the metabolic changes that result in defects of skeletal muscle strength and performance that are associated with Hsa21 aneuploidy and suggest new candidate genes involved in DS and M21.

## Results

### Generating models of aneuploidy for the *Hspa13-App* region on mouse chromosome 16

Chromosomal engineering based on the MICER [37] and long-range Cre/loxP-mediated recombination [38] were used in embryonic stem (ES) cells to produce the segmental duplication (Dp[16*Hspa13-App*]2Yah; MGI5519056) and the corresponding deletion (Del[16*Hspa13-App*]3Yah; MGI5519049) of the *Hspa13-App* 9.4 Mb interval located on Mmu16, as described in Materials and Methods and Fig. 1. This mouse syntenic region contains 15 Hsa21 orthologous genes (Fig. 1A, S1 Table). As a result of the insertion points of the targeting vectors, the *Hspa13* gene at the proximal end of the 9.5 Mb region was in two functional copies in the duplication and lost in the deletion, whereas the *App* gene at the distal end was only in one functional copy in the duplication and lost in the deletion. The derived aneuploid mouse models corresponding to the tandem duplication and the reciprocal deletion were respectively named Dp(16)(*Hspa13*-*App*)2Yah for the trisomy (abbreviated as Ts3Yah) and Del(16)(*Hspa13*-*App*)3Yah for the monosomy (abbreviated as Ms3Yah). The two models were validated by the Southern blot analysis (Fig. 1B), fluorescent *in situ* hybridisation (FISH) analysis (Fig. 1E), and array-based comparative genomic hybridisation (Fig. 1F) as described in Materials and Methods. Ts3Yah and Ms3Yah mice are viable and fertile, with normal life spans, and exhibit no obvious gross anatomical anomalies on the C57BL/6J genetic background. Ts3Yah show no weight difference (weight at 10 weeks, n = 12 male mice per genotype: control 26.4±0.9g vs Ts3Yah 26.5±0.7g, Student’s t-test *p* = 0.97). While their weight is not different at birth from their littermates (weight taken at J2, n = 9 male mice per genotype: control 1.8g±0.1g vs Ms3Yah 1.9g±0.1 g, Student’s t-test *p* = 0.78), adult Ms3Yah mice weight approximately 10% less than their wild-type littermates (weight at 10 weeks, n = 10 male mice per genotype: control 28.6±0.6 g vs Ms3Yah 24.6g±1.1g, Student’s t-test *p* = 0.005).

**Fig 1:**
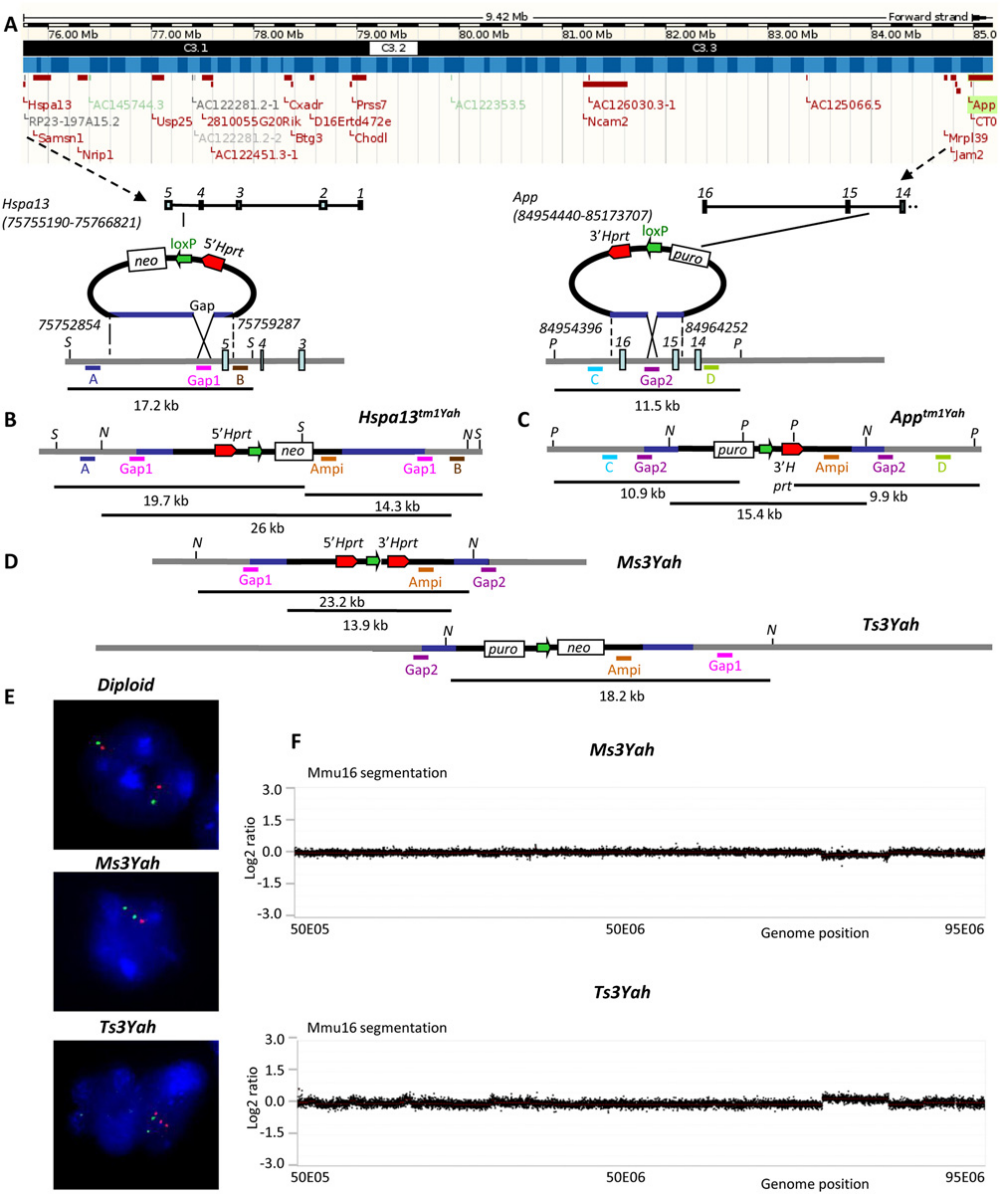
Generating a 9.2 Mb deletion and reciprocal tandem duplication between the *Hspa13* and *App* loci. (A) The 9.2 Mb targeted region defined by the *Hspa13* and *App* genes as shown from a capture derived from the UCSC genome browser (http://genome.ucsc.edu/). Black headband: chromosomes bands; blue headband: contigs; red rectangle boxes: protein coding genes. (B) The targeting vectors containing a loxP site (green arrow), a selectable antibiotic resistance gene (puro or neo), and a part of the *Hprt* gene (3’ or 5’ *Hprt*, red arrows) were integrated successively in the *Hspa13* locus (Hspa13tm1Yah) and in the *App* gene (Apptm1Yah). The start and end positions of the genomic homologous regions present in the 5’ and 3’-Hprt vectors are from mouse genome assembly GRm38. The *Stchtm1Yah* allele was checked by Southern blot analysis. The digestion of DNA with *SacI* (S) restriction enzyme and hybridisation with external probes A and B gives additional fragments of 19.7 kb and 14.3 kb, respectively, for the *Stchtm1Yah* allele compared to the wild-type (wt) allele of 17.2 kb. The hybridisation of the same DNA digest with the *Gap1* probe gives two additional fragments of 19.7 and 14.3 kb for the *Hspa13tm1Yah*. (C) The integration of the 3’*Hprt* vector was confirmed in the same manner by digestion with the *Psi*I (P) enzyme and hybridisation with probes C (wt, 11.5 kb; Apptm1Yah allele, 10.9 kb), D (wt, 11.5 kb; *Apptm1Yah* allele, 9.9 kb), and Gap2 (wt, 11.5 kb; *Apptm1Yah* allele, 10.9 and 9.9 kb). (D) After Cre-mediated recombination, the deletion (Ms3Yah allele) and duplication (Ts3Yah allele) were identified by *Nde*I (N) digestion, and a probe was made on the ampicillin gene (*Ampi*) present in both targeting vectors that recognises recombinant clones with the Ms3Yah (23.2 kb) and Ts3Yah (18.2 kb) alleles from nonrecombinant ones that still carry the *Hspa13tm1Yah* (26 kb) and *Apptm1Yah* (15.4 kb) alleles. Puro: puromycin, neo: neomycin. (E) Interphase FISH analysis with BAC probes that map in the region of the deletion or duplication (BAC bMQ-34K13; red) and outside (BAC bMQ-381L17; green). The wild-type (diploid) showed two red and two green adjacent signals. On the other hand, nuclei from Ms3Yah showed two green and only one red signal due to the deletion of the *Hspa13-App* region, and nuclei from Ts3Yah showed two green and three red signals. (F) The CGH profile of Mmu16 was established using NimbleGen mouse HD2 whole genome CGH oligonucleotide arrays comprising 2,100,000 isothermal probes 50–75 bp length, with a median spacing of 1.1 kb throughout the genome (UCSC NCBI37/mm9/July 2007 assembly) enabling high-resolution CNV detection. It confirmed the loss of one copy of the *Hspa13-App* fragment in Ms3Yah mice and the presence of an additional copy of the same fragment in Ts3Yah animals. Plotted are log 2 transformed hybridisation ratios of Ms3Yah and Ts3Yah versus diploid mouse DNA.

### Locomotor performances are oppositely affected in mice trisomic and monosomic for the *Hspa13-App* region

Motor function was assessed first using two rotarod motor performance tests: one with five-minute sessions of incremental fixed speeds and the second consisting of two five-minute trials with accelerating speed. Ts3Yah mice showed performances that were significantly lower than their diploid littermates in both tests at age 8 to 12 months, and Ms3Yah mice performed significantly lower than their diploid littermates at the same age as well (Fig. 2A). Looking at both Ts3Yah and Ms3Yah mice, the weight of the animal was not correlated with its performance, excluding that the increased performance in Ms3Yah animals was due to mice being leaner. The effects of the trisomy and monosomy on rotarod test performance were however not observed in the young mice aged 3 months (S1A Fig). In order to assess muscle strength, the maximal grip force was measured and normalised to the body weight of the animal. Muscle strength was increased in Ts3Yah and decreased in Ms3Yah mice compared to diploid littermates at 3 to 4 months and 8 to 12 months of age (Fig. 2B, at 8 to 12 months of age). Muscle endurance capacity was tested by having the mice run on a treadmill and measuring the maximal distance travelled. Ts3Yah mice were only able to run about half of the distance covered by diploid control mice, indicating that they were more susceptible to fatigue (Fig. 2C), whereas Ms3Yah mice showed performances comparable to diploid controls (S1B Fig). Spontaneous locomotor activity and habituation were measured in an open field by recording the distance travelled by the mouse during the first 15 minutes and the last 15 minutes of a 30 minute session. No difference was found in Ts3Yah mice (S1C Fig), while Ms3Yah mice had a slight overall increase in the distance travelled and did not reduce their exploratory activity as much as the controls animals during the last fifteen minutes of the session, suggesting a slight hyperactivity (Fig. 2D). The mice were tested for hind limb coordination by walking across a notched bar. No significant difference was observed for the percentage of errors in hind limb coordination in Ts3Yah mice (S1D Fig), while Ms3Yah mice made significantly less errors than their control littermates (Fig. 2E).

**Fig 2:**
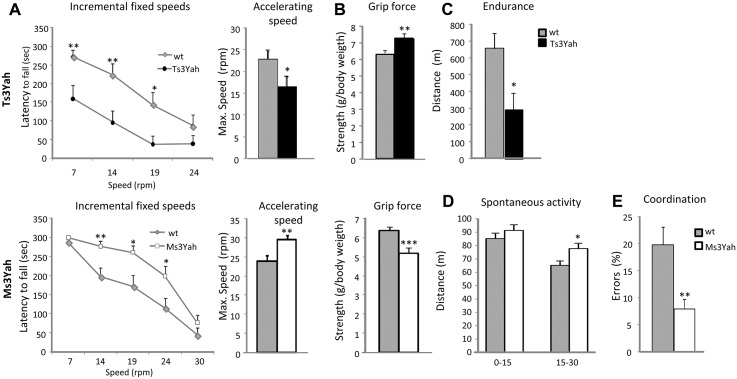
Evaluation of motor skills. (A) The motor skill performances of Ts3Yah mice, Ms3Yah mice, and their diploid controls (n = 10–15 per genotype) were analysed using two rotarod tests. The first test consisted of four consecutive trials of 5 minutes at constant speed and reported as the mean ± sem of the time that mice remained on the rod (repeated ANOVA ‘genotype,’ ‘speed’: Ts3Yah vs diploid: F[1, 69] = 10.042 *p* = 0.004; Ms3Yah vs diploid: F[1, 87] = 8.809 *p* = 0.006). This test was followed by another test involving two trials at accelerating speed (4–40 rpm) for 5 minutes and the calculated mean rotational velocity at the time of falling for the two trials and each group. (B) Grip force, immediately prior to the animal releasing its grasp from the grid, was measured in grams and normalised to the weight of the animal. (C) The endurance of Ts3Yah and Ms3Yah mice to exercise was measured as the maximal running distance travelled on a treadmill until exhaustion. (D) Spontaneous locomotor activity and habituation were assessed in an open field by measuring the distance travelled during the first 15 minutes and the last 15 minutes of a 30-minute session. (E) Motor coordination skills were tested with a notched bar by looking at the percentage of errors made by the mouse with its hind paws when crossing the notched bar. Data are presented as mean ± sem and analysed with Student’s t-test, *p<0.05, **p<0.01, ***p<0.001.

### Copy number variation of the *Hspa13-App* region triggers opposite expression changes of pathways involved in mitochondrial function and biogenesis in the muscle

Muscle strength and locomotion variation suggest that the observed motor phenotypes at least partly result from a peripheral muscular phenotype. Hence, we decided to focus our attention on the skeletal muscles. 

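Gene expression in gastrocnemius muscle was read on 23 microarrays, with 1 mouse per array. They cover 6 Ms3Yah mice with 6 diploid littermates, and 6 Ts3Yah mice with 5 diploid littermates. Values beside a gene are mean signals ± SD after quantile normalisation of the deposited signals over all arrays. Fold changes divide the mean signal of the aneuploid mice by that of their diploid littermates, and log2 changes carry their SE. Genes were tested within each line with limma, two-sided, and p-values were adjusted over all expressed probes of that line unless the text says over the list alone. "Rose" and "fell" are kept for genes or lists that passed such a test. Gene lists were tested with camera, which compares a list with all other genes. It was run with a preset correlation between genes of 0.01, and a second p with the correlation estimated from the arrays stands beside calls that do not survive it. Several probes can read 1 gene, and then the brightest stands for the gene unless another is named. Signals close to 90 lie at the array background. The small number of arrays per group limits the precision of every value.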

To identify molecular changes in the skeletal muscles of Ts3Yah and Ms3Yah mice, we studied the transcriptional profiles of gastrocnemius muscles isolated from adult mice. 

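Of 45281 probes on the array, 43917 passed the expression filter in the Ts3Yah line and 44363 in the Ms3Yah line, with 43141 passing in both. The filter asks for a signal above 89.8 on at least 1 array of the line, which many probes near background meet, and 17386 and 18061 pass a filter on detection. Stricter detection p-values found 13006 probes on every array and 14540 on none. Highly expressed muscle genes lie far above that level, such as *Mb*, the oxygen-binding protein myoglobin, at 27583 ± 1419 (SD, n = 5) in the diploid mice of the Ts3Yah line. Genes near it include *Tmprss15*, with no probe detected on any array. Detected probes per array ranged from 17109 to 17818 in Ts3Yah mice and from 17082 to 18669 in their diploid littermates. In the other line they ranged from 16945 to 18247 in Ms3Yah mice and from 17447 to 18652 in diploid mice. Any 2 arrays correlated at 0.973 to 0.995. Genes are not independent replicates in that correlation.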

From the 45,281 probe sets sampled on the microarray, 43,058 and 43,632 were expressed in the Ts3Yah and the Ms3Yah, respectively. There were 2,302 (corresponding to 1,614 genes) and 2,246 (corresponding to 1,631 genes) probes differentially expressed in Ts3Yah and Ms3Yah muscles, respectively, compared to their euploid littermate controls, with a significant *p*-value <0.05 and resampling *p*-values of 0.081 (Ts3Yah) and 0.073 (Ms3Yah) (see Materials and Methods for details of the methods used). 

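Only 2 probes rose in Ts3Yah muscle after adjustment over all expressed probes, and none fell. They read *Atp5j*, a subunit of the mitochondrial ATP synthase that lies in the interval, and *Keap1*, which holds the oxidative-stress regulator Nrf2 in check. *Keap1* rose to 386 ± 18.4 (SD, n = 6) from 277 ± 26.4 (SD, n = 5) in diploid littermates (fold change 1.40, adjusted p = 0.0448, limma). Its 4 other probes ran from a fold change of 1.05 to 1.36, and none passed. In Ms3Yah muscle 1 probe rose, for nonagouti, a coat-colour signalling gene, and 7 fell. Among them are 3 probes of *Atp5j*, 2 of *App*, the amyloid precursor gene, and 1 of *Jam2*, a junction adhesion molecule, all in the interval. At an unadjusted p under 0.05 stood 2441 probes of 1871 genes in Ts3Yah and 2291 probes of 1751 genes in Ms3Yah. Chance alone would place 2195.85 and 2218.15 probes there. The 2 adjusted probes of Ts3Yah become 0 or 1 without 9 of the 11 mice, taken out 1 at a time, and 0 with neqc, median scaling or series matrix values, where the latter 2 leave 4 in Ms3Yah. The unadjusted counts become 1140 and 1011 with the detection filter, and 1586 in Ts3Yah with median scaling. That filter leaves 17386 and 18061 probes, so the number placed there by chance falls too, and the drop is not a loss against chance.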

About half of them (1,129 and 1,169, respectively) were upregulated and half of them (1,173 and 1,077, respectively) downregulated. 

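Probes at an unadjusted p under 0.05 were split almost evenly, with 1205 higher and 1236 lower in Ts3Yah, and 1201 higher and 1090 lower in Ms3Yah. Among the leading higher probes in Ts3Yah, *Rnf10*, a RING-finger protein, stood at 3663 ± 271 (SD, n = 6) against 3028 ± 60.8 (SD, n = 5), and *Lsm12*, an RNA-binding protein, at 215 ± 22.8 against 153 ± 17.8. Leading lower probes were the nucleotide receptor *P2ry2*, 109 ± 2.34 against 134 ± 8.19 (adjusted p = 0.0745, limma), and the mitochondrially encoded complex I subunit *ND4L*, 2622 ± 327 against 3478 ± 315. In Ms3Yah, nonagouti rose to 164 ± 16.0 from 89.0 ± 2.46 (SD, n = 6 each; log2 0.88, SE 0.06, a lower bound as the diploid signal lies at background; adjusted p = 3.5e-05, limma). That probe was detected in 6 of 6 Ms3Yah mice and in 0 of 6 diploid littermates, while a second probe had a fold change of 1.08. Next came *Adk*, adenosine kinase, at 1354 ± 149 against 975 ± 77.1 (adjusted p = 0.11, limma), and *Eva1b* at 235 ± 13.7 against 194 ± 10.7 (adjusted p = 0.179). Names in this list come from the 10 leading probes per direction, and apart from nonagouti none passed adjustment.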

Fold changes (FC) observed varied between 0.5 and 2.1 for both Ts3Yah and Ms3Yah, with only about 5% of the deregulated genes having a FC>1.2 or <0.8 (Fig. 3A), indicating that the trisomy and the monosomy of the *Hspa13-App* region do not have a dramatic effect on gene expression. 

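Probes with unadjusted p below 0.05 and a fold change above 1.2 or below 0.8 numbered 209 in Ts3Yah and 175 in Ms3Yah. These are 8.56% and 7.64% of the probes at that p. Fold changes of the probes at that p ran from 0.484 to 2.48 in Ts3Yah. The lowest is *Odf3l2*, an outer dense fibre family member, and the highest probe carries no gene name. Below it stand a probe of titin, *Ttn*, at 1.94 and *Rgs5*, a pericyte signalling regulator, at 1.93. In Ms3Yah the range at that p was 0.508, for *Sncg* (gamma-synuclein, abundant in fat cells), to 2.11, for the secreted factor *Angptl7*, whose other probe stood at 1.75. No probe at these extremes passed adjustment over all probes. The counts become 839 and 734 with neqc and 1852 and 1810 with series matrix values, and the Ts3Yah count 330 without diploid replicate 34561 of that line.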

The final lists of the most deregulated probes (FC>|1.2|) for Ts3Yah and Ms3Yah are presented along with their annotation, FC, and *p*-value in Supplementary Tables (S2–S3 Tables), respectively, and the clustering of those deregulated genes are presented in Fig. 3B. 

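Table S2 names 143 probes and Table S3 names 136, and every one moved in the direction the tables give when recomputed from the deposited signals. *Stard7*, a phosphatidylcholine carrier of mitochondria, is an example from Table S2, at 732 ± 34.4 (SD, n = 6) against 947 ± 87.7 (SD, n = 5). *Adh1*, alcohol dehydrogenase, is one from Table S3, at 525 ± 84.0 against 354 ± 31.9 (SD, n = 6 each). All 143 and 136 probes had unadjusted p below 0.05, and 139 and 136 passed the fold-change thresholds. After adjustment over all expressed probes with limma, 2 and 8 remained. Log2 changes of the listed probes correlated with the tables' at 0.999 in both lines, where genes are not independent replicates. These probes were chosen on the same arrays, so neither their direction nor their p-values are independent evidence.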

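*Chodl*, a membrane C-type lectin, stood at 692 ± 119 (SD, n = 6) in Ts3Yah muscle against 470 ± 39.5 (SD, n = 5) in diploid littermates, a fold change of 1.47. *D16Ertd472e*, a gene of little-known function, stood at 230 ± 12.0 against 181 ± 13.7 (1.27). One *Atp5j* probe rose to 1194 ± 92.3 from 854 ± 51.2 (1.40; log2 0.48, SE 0.06; adjusted p = 0.0448, limma). For all of these, 6 of 6 Ts3Yah mice lay above the diploid mean. *Chodl* and *D16Ertd472e* missed adjustment over all probes (adjusted p = 0.487 and 0.136) but rose when adjusted over the list alone (0.00177 and 0.000264). Of all probes for the 15 interval genes, 9 passed adjustment over the list alone, with 8 higher and 1 lower. The list as a whole rose by a mean log2 of 0.095 (camera adjusted p = 3.2e-04; adjusted p = 0.0501 with an estimated correlation), and by 0.22 with series matrix values. Its members include *App*, which the paper gives as not duplicated in Ts3Yah.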

Three genes from the *Hspa13-App* region (*Chodl*, *Atp5j*, and *D16Ertd472e [C21orf91 in human])* were among the most deregulated in Ts3Yah muscles. In addition, several protein kinases (*Ttn*, *Nmrk2*, *Csnk2a1-rs3*, *Pctk1*, *Pacsin3*, *Prkaa2 Raf1*, *Cdc2l2*, *Smg1*, *Hk2*, *Ckmt2*, *Dapk2*, *Mpp3*, and *Atp1b1*), three members of translation initiation factors (*Eif2c2*, *Eif4e3*, and *Eif2b5*), and a binding protein of a translation initiation factor (*Eif4ebp2*) were overexpressed, and a few mitochondrial-located proteins and enzymes were underexpressed (*Atp5a1*, *Ckmt2*, *Mgst1*, *Stard7*, *Abhd10*, *Cyb5b*, *Pdpr*, *Hk2*, *Tmem65*, *Tomm22*, *Hsd3b2*, and *Tmem160*). 

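Of the kinase and translation genes named here, 4 rose and 5 fell in Ts3Yah when adjusted over the list alone, each gene read by its brightest probe. None passed adjustment over all probes. *Eif2b5*, a subunit of the exchange factor eIF2B, stood at 1392 ± 67.4 (SD, n = 6) against 1089 ± 136 (SD, n = 5), and its other probes gave 1.27 and 1.19. *Eif4ebp2*, a repressor of cap-dependent translation, stood at 1332 ± 172 against 868 ± 288, and the kinase *Cdk16* (*Pctk1*) at 611 ± 79.6 against 453 ± 103. Lower values belong to hexokinase *Hk2*, 6478 ± 977 against 8137 ± 533, and mitochondrial creatine kinase *Ckmt2*, 12002 ± 1684 against 15677 ± 2230. *Dapk2*, a death-associated kinase, stood at 517 ± 68.1 against 687 ± 127, and *Mpp3*, a scaffold protein, at 705 ± 132 against 992 ± 184. *Smg1*, a kinase of nonsense-mediated decay, had a fold change of 0.800 and *Atp1b1*, a sodium pump subunit, of 0.718.
Probes of 1 gene parted for several of these genes. *Ttn*, *Nmrk2*, *Prkaa2*, *Pacsin3*, *Cdk11b* (*Cdc2l2*), *Ago2* (*Eif2c2*) and *Eif4e3* each have a dim probe at 1.24 or above. Their brightest probes stood at 0.951, 0.485, 1.10, 1.02, 0.953, 1.01 and 0.990. The probe of *Csnk2a1-rs3*, now named *Csnk2a1*, stood at 1.42. By brightest probe the list has 7 positive and 10 negative members, and camera gave adjusted p = 0.18. Being chosen on these arrays, it is not independent evidence.
Among the mitochondrial genes named here, 9 fell and 3 rose when adjusted over the list alone, and 0 over all probes. *Mgst1*, a detoxifying transferase, stood at 395 ± 83.2 against 763 ± 233, and the ATP synthase subunit *Atp5a1* at 2736 ± 214 against 3443 ± 439. *Tmem65* stood at 1033 ± 161 against 1329 ± 139, *Cyb5b* at 979 ± 112 against 1226 ± 99.6, *Pdpr* at 0.792 and *Abhd10* at 0.805. *Tomm22*, a receptor of the protein import pore, stood higher at 969 ± 189 against 671 ± 169, as did *Hsd3b2* (1.25) and *Tmem160* (1.14). This second list fell by a mean log2 of 0.21 (camera adjusted p = 2.84e-06; adjusted p = 0.0501 with an estimated correlation). In Ms3Yah muscle its mean log2 was 0.022 (adjusted p = 0.956). The study chose it too on these arrays, at an unadjusted p under 0.05. Neither its direction nor passing over the list alone is independent evidence.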

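*App*, the amyloid precursor gene, fell to 1305 ± 154 in Ms3Yah muscle from 2381 ± 157 in diploid littermates (SD, n = 6 each; fold change 0.548, adjusted p = 0.000489, limma). Its second probe fell to 399 ± 46.5 from 622 ± 76.0, while another, dim one stood at 1.02. *Jam2*, a junction adhesion molecule of vessel walls, fell to 112 ± 3.64 from 145 ± 7.64 (0.772, adjusted p = 0.00192). *Chodl* stood at 234 ± 26.1 against 390 ± 78.5 (0.600), *D16Ertd472e* at 141 ± 11.0 against 221 ± 39.0 (0.639) and *Usp25*, a deubiquitinase, at 123 ± 7.81 against 171 ± 29.8 (0.719). These 3 missed adjustment over all probes and fell when adjusted over the list alone. So adjusted, 12 probes of the interval fell, and 6 of them also passed adjustment over all probes. As a list, the 15 interval genes fell by a mean log2 of 0.27 (camera adjusted p = 7.1e-15), and the estimated correlation kept the call (adjusted p = 0.000404). That fall was 0.17 with the mean of the probes of a gene and 0.69 with series matrix values.

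**Figure D1:**
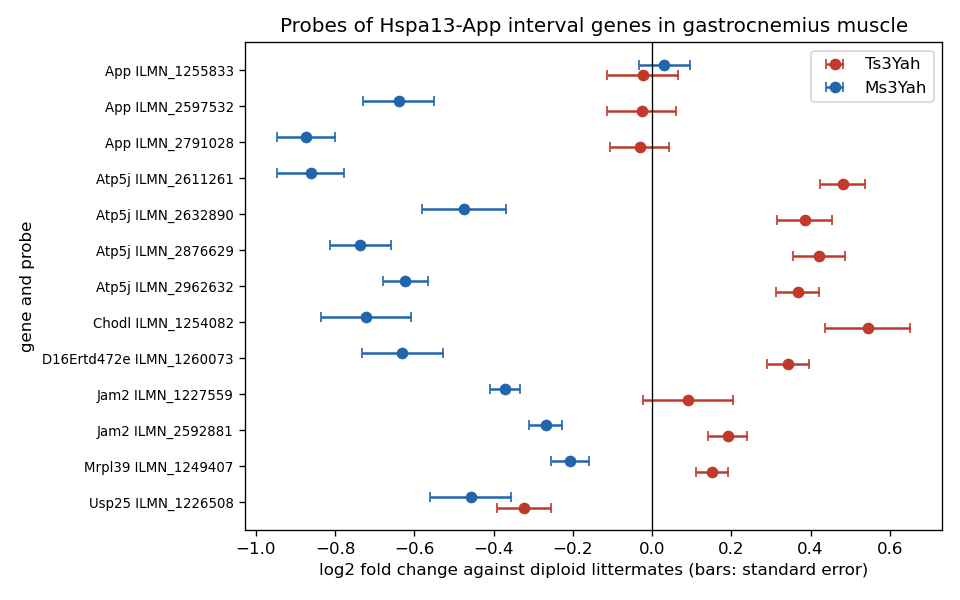
Each row is 1 probe of the interval and the horizontal axis is its log2 fold change against diploid littermates, with bars of 1 SE. Ts3Yah is red (6 against 5 mice) and Ms3Yah blue (6 against 6 mice).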

In Ms3Yah muscles, only 26 genes were downregulated at FC<0.8, and six of them (*App*, *Atp5j*, *Chodl*, *D16Ertd472e*, *Usp25*, and *Jam2*) corresponded to genes mapping within the *Hspa13-App* monosomic segment. Interestingly, among the 84 genes upregulated in Ms3Yah muscles, 29 were mitochondrial related (*Hadhb*, *Alas1*, *Ndufa8*, *Brp17*, *Aifm1*, *Acadl*, *Gbas*, *Mfn2*, *Acaa2*, *As3mt*, *Mrpl47*, *Adh1*, *Tmem143*, *Akr1b10*, *Slc25a11*, *Pptc7*, *Cyc1*, *Uqcc*, *LOC433224*, *Slc25a20*, *Mpc2*, *Rmnd1*, *Coq5*, *Slc25a3*, *Slc25a4*, *Idh3g*, *Hmgcl*, *Akr1b10*, *Coq6*, *Ppif*, and *Ndufaf4*). 

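All 29 of the named genes with an expressed probe had a positive log2 change in Ms3Yah muscle. The mean was 0.29, 22 of the 29 rose when adjusted over the list alone and 0 over all probes. *Cyc1*, cytochrome c1 of complex III, stood at 6214 ± 547 against 5019 ± 207 (SD, n = 6 each; adjusted p = 0.274, limma). *Coq5*, an enzyme of ubiquinone synthesis, stood at 2472 ± 126 against 2062 ± 137, and *Akr1b10*, an aldo-keto reductase, at 1639 ± 156 against 1269 ± 103. *Acaa2*, the thiolase of fatty acid oxidation, has 4 probes at 1.30 to 1.47, the brightest at 1542 ± 174 against 1071 ± 307. *Alas1*, which starts haem synthesis, stood at 5462 ± 884 against 4224 ± 604, and *Pptc7*, a mitochondrial phosphatase, at 3452 ± 439 against 2705 ± 135. *Idh3g*, *Mfn2*, *Slc25a3*, *Slc25a4*, *Slc25a11* and *Tmem143* pass the fold-change threshold only on a dimmer probe. Their brightest probes stood at 1.11, 1.09, 1.09, 1.09, 1.09 and 1.09.
Camera called the list higher (adjusted p = 3.6e-35, and 0.00191 with an estimated correlation). In Ts3Yah muscle the same genes had a mean log2 of −0.10, with 25 negative members. Only *Alas1*, at 3851 ± 386 (SD, n = 6) against 4632 ± 247 (SD, n = 5), fell there when adjusted over the list alone. That shift was called as well (camera adjusted p = 1.6e-06; adjusted p = 0.0653 with an estimated correlation). The members were picked for being higher in these Ms3Yah mice. Neither their direction there nor passing over the list alone is independent evidence.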

By comparing the lists of the most deregulated probes in Ts3Yah and Ms3Yah muscles, we found eight different genes displaying opposite deregulation in the two conditions: *Chodl*, *Atp5j*, and *D16Ertd472e* in the *Hspa13-App* region and *Wfs1*, *Ffar3*, *mt-Nd4l*, *Gpihbp1*, and *Hist1h4h* located elsewhere (see genes in bold in S2–S3 Tables).

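Passing the thresholds in opposite directions were 14 probes of 9 genes, a count that 6 of 100 groupings of the mice reach, the real one included. The count is 33 with neqc and 57 with series matrix values. They cover *Atp5j*, *Chodl* and *D16Ertd472e* of the interval, and *Wfs1*, *Ffar3*, *ND4L*, *Gpihbp1*, *Wnt4* and *Nme7* elsewhere. Of the 3 *Nme7* probes, 1 is named *Atp1b1* in Table S2. *Ffar3*, a receptor for short-chain fatty acids, stood at 924 ± 56.0 (SD, n = 6) against 1284 ± 279 (SD, n = 5) in Ts3Yah and at 999 ± 104 against 784 ± 111 (SD, n = 6 each) in Ms3Yah. *Wfs1*, a protein of the endoplasmic reticulum, stood at 449 ± 52.9 against 628 ± 97.6 and at 589 ± 94.6 against 453 ± 73.6. The histone gene *H4c8* (*Hist1h4h*) stood at 1004 ± 201 against 1243 ± 75.5 and at 1465 ± 166 against 1160 ± 131. In the direct test of the difference between lines, *Chodl* (log2 1.27, adjusted p = 0.000864, limma) and *D16Ertd472e* (0.97, adjusted p = 0.000612) passed. Outside the interval *ND4L* (−0.72, adjusted p = 0.0554), *Wfs1* (−0.86, 0.0775), *Ffar3* (−0.81, 0.106), *H4c8* (−0.67, 0.25) and *Gpihbp1* (−0.73, 0.326) did not. Over all expressed probes 12 differed, and the 3 outside the interval read nonagouti, *Adk* and *C130023A14Rik*. That count was 6 with median scaling, 7 with series matrix values and 19 without Ms3Yah replicate 37148. The same direction in both lines was shared by 5 probes, for *Usp25*, *Sncg*, *Actb*, *Cd47* and *2900060B14Rik*. The paper's opposite genes were chosen on these arrays and are not independent evidence. With 3 members positive and 3 negative in each line by that choice, their means of −0.014 and −0.15 (camera adjusted p = 0.321 and 0.0819) decide nothing.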

**Fig 3:**
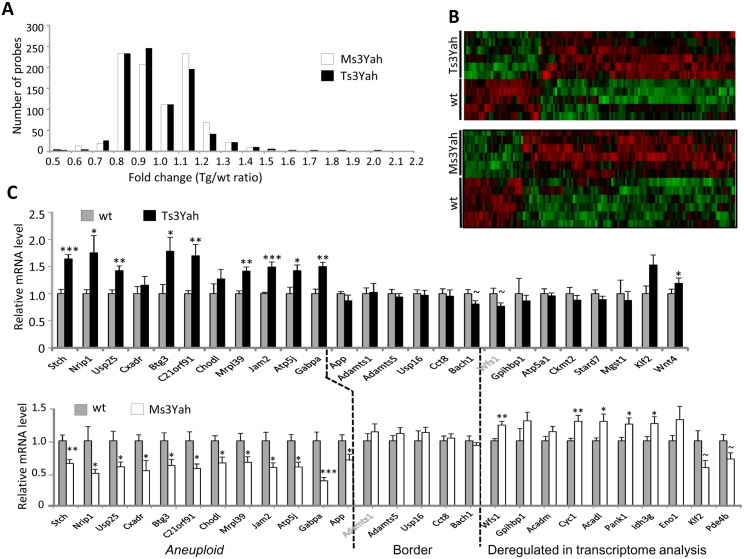
Gene expression profile of skeletal muscles from Ts3Yah and Ms3Yah transgenic mice. (A) Distribution of the deregulated genes depending on their fold change. (B) Clustering derived from statistically deregulated genes (Student’s t-test, *p*<0.05) with FC >|1.2| in Ts3Yah compared to their diploid control littermates and in Ms3Yah compared to their diploid control littermates. The red and green colours indicate relative expression levels (red: increased expression; green: decreased expression). (C) Quantitative PCR analysis of genes within the *Hspa13-App* trisomic or monosomic region (aneuploid), bordering the *Hspa13-App* region and selected for their significant deregulation within the transcriptome. Data are presented as mean ± sem and analysed with Student’s t-test, ~*p*<0.1, *p<0.05, **p<0.01.

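Clustering on the 175 Ms3Yah probes past the thresholds puts 6 of 6 Ms3Yah mice and 0 of 6 diploid littermates in 1 branch. On the 209 Ts3Yah probes, the branch holds 3 of 6 Ts3Yah mice and 0 of 5 diploid littermates. Since those probes, *Chodl* and *Adh1* among them, were selected for differing between the same mice, some separation follows from the selection. On all other expressed probes the branch holds 3 of 6 Ms3Yah mice with 3 of 6 diploid mice, and 4 of 6 Ts3Yah mice with 2 of 5.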

We selected the genes located in the *Hspa13-App* interval and at its borders for the analysis of their expression profile by quantitative PCR analysis (QRT-PCR) (Fig. 3C). Only three genes within the *Hspa13-App* interval, namely, *Ncam2*, *Samsn1*, and *Prss7 (also known as Tmprss15)*, were not detected by QRT-PCR analysis in the striated muscle as reported in the literature. Nevertheless, most of the genes present within this interval and were not detected by the microarray experiment were found expressed in skeletal muscles by QRT-PCR analysis. 

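*Tmprss15* and *Ncam2*, a neural adhesion molecule, were detected on no array. *Hspa13*, a stress-70 family chaperone at the proximal end of the interval, had fold changes of 0.975 to 1.01 in Ts3Yah and 0.992 to 1.02 in Ms3Yah. *Cxadr*, the coxsackievirus receptor, had 0.974 to 1.06 and 0.962 to 1.01. The values for the growth regulator *Btg3* were 0.984 to 1.02 and 0.970 to 0.978. All probes of these genes and of *Samsn1* lie close to background. None of their probes passed adjustment over the interval list alone.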

The genes present in three copies in Ts3Yah muscles were upregulated at around 1.5 fold, at the exception of *Cxadr* and *Chodl*. As expected, the expression of *App* that is not duplicated in the Ts3Yah chromosome was unchanged in Ts3Yah muscle. In Ms3Yah animals, all the monosomic genes were globally 0.5 fold underexpressed compared to their disomic controls. In addition, we measured the expression levels of five genes at the border of the rearrangement, namely, *Adamts1*, *Adamts5*, *Usp16*, *Cct8*, and *Bach1* (Fig. 3C). 

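*Usp16*, a histone deubiquitinase, stood at 387 ± 10.6 (SD, n = 6) in Ts3Yah muscle against 438 ± 32.2 (SD, n = 5), a fold change of 0.885. It fell when adjusted over the list alone (adjusted p = 0.0164, limma) and missed adjustment over all probes (0.762). In Ms3Yah its fold change was 1.09. The chaperonin subunit *Cct8* stood at 0.953 and 1.00, the transcription factor *Bach1* at 1.15 and 1.07, and the protease *Adamts1* at 1.07 and 1.01. *Adamts5* has no expressed probe. The border genes as a list gave mean log2 changes of 0.012 and 0.056, with no call in either line (camera adjusted p = 0.687 and 0.398).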

No significant change of expression was observed for border genes present in two copies in the genome of Ts3Yah and Ms3Yah mice. Finally, genes found differentially expressed in Ts3Yah and Ms3Yah were tested by QRT-PCR. 

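On the arrays, 8 of the 15 panel genes fell and 1 rose in Ts3Yah, and 7 rose and 2 fell in Ms3Yah, when adjusted over the list alone. Over all probes 0 passed in either line. *Wnt4*, a secreted signalling protein, stood at 458 ± 62.8 (SD, n = 6) against 350 ± 51.8 (SD, n = 5) in Ts3Yah and at 268 ± 50.7 against 400 ± 145 (SD, n = 6 each) in Ms3Yah. Lower in Ts3Yah was *Acadm*, the medium-chain acyl-CoA dehydrogenase, at 5782 ± 638 against 6689 ± 299. In Ms3Yah it stood at 7292 ± 804 against 6131 ± 633. *Gpihbp1*, the capillary anchor of lipoprotein lipase, stood at 406 ± 64.8 against 544 ± 116 in Ts3Yah and at 630 ± 84.6 against 504 ± 69.0 in Ms3Yah. Also in Ms3Yah, *Pank1*, of coenzyme A synthesis, stood at 467 ± 54.1 against 355 ± 37.1 and the glycolytic enolase *Eno1* at 1403 ± 227 against 1008 ± 203. The cAMP phosphodiesterase *Pde4b* stood at 548 ± 173 against 998 ± 196 and the flow-responsive factor *Klf2* at 484 ± 156 against 762 ± 165.
The panel fell by a mean log2 of 0.18 in Ts3Yah (camera adjusted p = 6.9e-06; adjusted p = 0.0501 with an estimated correlation). In Ms3Yah its mean was 0.060 and its median 0.25 (camera adjusted p = 0.000299; adjusted p = 0.0568 with an estimated correlation), and the mean was 0.032 without diploid replicate 37146. It was chosen from these arrays and is not independent evidence. The panel's 5 reference genes, among them *Hprt* and *Ppia*, gave no call (mean log2 −0.0095, with a median of 0.048, and −0.049; adjusted p = 0.932 and 0.904). A probe of *Actb*, another of them, stood at 1.25 in Ts3Yah and 1.37 in Ms3Yah. Its unadjusted p was 0.0238 and 0.00629 (limma), and it did not pass adjustment over all probes.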

Most of the genes were validated and found to be significantly deregulated in Ms3Yah muscle as in the microarray analysis, although deregulation was only observed for *Wnt4* in Ts3Yah animals (Fig. 3C).

We further analysed our microarray data with the software tool ‘Gene Set Enrichment Analysis’ (GSEA; http://www.broad.mit.edu/gsea) [39, 40]. This analysis helps find correlation of gene expression. The genes belonging to a defined pathway are ranked together according to their change in expression in Ts3Yah and Ms3Yah muscles compared to their diploid controls and calculating a maximum enrichment score (ES) for each gene set. 

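Of 38 gene lists, camera called 6 higher and 15 lower in Ts3Yah, and 16 higher and 4 lower in Ms3Yah. Higher in Ts3Yah were the macrophage and leukocyte genes (mean log2 0.19; adjusted p = 0.000392), whose smallest p-values belong to *Mgl2* (fold change 1.42) and *Laptm5* (1.35). The calcium and contraction genes were called higher too (0.12; adjusted p = 0.0238). Of that list *Stac3*, of excitation-contraction coupling, and *Mef2c*, a muscle transcription factor, both at 1.26, rose when adjusted over the list alone, and *Ckmt2* fell. Cytosolic ribosomal protein genes (0.062; adjusted p = 0.000102), proteasome genes (0.039; 0.00277) and immediate early genes (0.093; 0.0416) complete the called ones beside the interval. With an estimated correlation these 5 lists had adjusted p = 0.386, 0.182, 0.419, 0.107 and 0.43. With 1 mouse left out at a time, the immediate early call held in 6 of 11 cases (0.038 without Ts3Yah replicate 34498), the calcium call in 7 and the macrophage call in 10 (0.10 without diploid replicate 34723). Cytosolic ribosomal genes kept the call, at 0.033 without Ts3Yah replicate 34498. The macrophage mean ran from 0.10 to 0.29 with 1 mouse left out and from 0.11 to 0.40 over the other settings.
Lower in Ms3Yah were the interval genes, immediate early and stress genes, adipocyte genes, and muscle growth and atrophy genes. The immediate early genes, *Fos* (0.572), *Hspa1a* (0.644) and *Junb* (0.877) among them, fell by a mean log2 of 0.22 (adjusted p = 4.1e-05). The adipocyte genes fell by 0.41 (adjusted p = 0.000418), 15 of 15 with a negative change, led by *Pnpla3* (0.621) and leptin, *Lep* (0.488). The growth and atrophy genes fell by 0.13 (adjusted p = 0.00787), with *Ddit4l*, an mTOR inhibitor, at 0.683. With an estimated correlation those 3 lists had adjusted p = 0.0712, 0.385 and 0.0918. That setting keeps no list in Ts3Yah and 3 in Ms3Yah, exact permutation of the mice 0 and 5, and series matrix values 13 in Ts3Yah. The 3 are the interval genes, complex IV and the paper's Ms3Yah mitochondrial genes. Exact permutation adds the TCA cycle and the paper's opposite genes, and gave adjusted p = 0.0494 for complex IV and the TCA cycle. The paper picked its 2 lists on these arrays, and neither setting was recounted without them. The adipocyte fall was 0.26 without Ms3Yah replicate 37074 and 0.91 with series matrix values, and the growth and atrophy call was lost without diploid replicate 37094 (adjusted p = 0.064, camera). Over the other settings the immediate early mean ran from −0.42 to −0.19 and the growth and atrophy mean from −0.25 to −0.12.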

More than 20 informative gene sets were significantly downregulated in Ts3Yah and upregulated in Ms3Yah muscles compared to diploid muscles (S4–S5 Tables), whereas no category was found for upregulated in Ts3Yah or downregulated in Ms3Yah muscles. Most of the deregulated gene sets were associated with mitochondrial energy metabolism (electron transport chain and oxidative phosphorylation or ‘VOXPHOS’), fatty acid metabolism (fatty acid degradation), and carbohydrate metabolism (TCA cycle, glycolysis and gluconeogenesis, and butanoate metabolism). 

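Genes of the tricarboxylic acid cycle fell in Ts3Yah by a mean log2 of 0.12, with 23 of 24 members negative, and rose in Ms3Yah by 0.14, with 22 of 24 positive. In Ts3Yah *Sdha*, a succinate dehydrogenase subunit (fold change 0.893), and *Dld* (0.858) fell when adjusted over the list alone, and *Sucla2* stood at 0.879 and *Ogdh* at 0.898. In Ms3Yah *Fh1*, fumarase (1.20), rose when so adjusted, and *Mdh2* stood at 1.14, *Idh3a* at 1.15 and *Pdhb* at 1.17. Over all probes no member of any energy list outside the interval passed. Camera adjusted p was 4.3e-07 and 1.5e-06, and adjusted p = 0.0539 and 0.0692 with an estimated correlation.
Fatty acid oxidation genes fell by 0.10 in Ts3Yah (adjusted p = 0.000102; adjusted p = 0.295 with an estimated correlation), where no member passed over the list alone and the fall was 0.055 without Ts3Yah replicate 34558. *Acadvl* stood at 0.896, *Cpt2* at 0.886 and *Etfdh* at 0.915. They rose by 0.20 in Ms3Yah (adjusted p = 3.7e-12; adjusted p = 0.0621 with an estimated correlation), where 8 of 23 members passed over the list alone. Among these are *Etfb* (1.15) and *Etfa* (1.18), which pass electrons from acyl-CoA dehydrogenases to ubiquinone, and *Hadhb* (1.21).
Of the respiratory complexes, complex IV fell by 0.093 in Ts3Yah with 11 of 11 members negative, *Cox5a* at 0.895 and *Cox7a1* at 0.911 among them (adjusted p = 0.000327; adjusted p = 0.107 with an estimated correlation). It rose by 0.12 in Ms3Yah, where 5 members passed over the list alone, including *Cox5b* (1.13) and *Cox4i1* (1.10). That call holds with an estimated correlation (adjusted p = 1.1e-06 and 0.00954). Complex I shifted by −0.034 and 0.081 (adjusted p = 0.0146 and 1.1e-07; −0.061 and 0.035 with median scaling), *Ndufa4* at 0.899 in Ts3Yah and *Ndufa9* at 1.18 in Ms3Yah, where 5 of 35 members passed over the list alone. Complex III shifted by −0.071 and 0.12 (0.0127 and 9.3e-05), *Uqcrc1* at 0.865 and *Cycs* at 1.20, and complex V by −0.048 and 0.087 (0.0294 and 4.1e-05). *Atp5pb* stood at 0.861 and 1.12 in that list, and *Atp5g2* rose in Ts3Yah over the list alone (1.18). Complex II fell in Ts3Yah by 0.075 (0.0361), and its 0.079 in Ms3Yah was not called (0.426). With an estimated correlation complexes I, III and V had adjusted p = 0.419, 0.234 and 0.302 in Ts3Yah and 0.0822, 0.0692 and 0.0568 in Ms3Yah, and complex II had 0.13 in Ts3Yah. With 1 mouse left out at a time the Ts3Yah call of complex II held in 6 of 11 cases, of I and V in 7 (all lost without Ts3Yah replicate 34558; complex I at −0.014 without 34725) and of III in 10 (lost without diploid replicate 34925; 0.060 and not called with series matrix values).
Glycolysis and gluconeogenesis genes gave −0.0088 and 0.010 with no call (adjusted p = 0.643 and 0.946). In Ms3Yah *Eno1* rose and the glucose transporter *Slc2a1* fell (log2 −0.27) when adjusted over the list alone. Ketone and branched-chain amino acid genes, which include butanoate steps, shifted by −0.11 and 0.044 (adjusted p = 0.000317 and 0.0173; adjusted p = 0.107 and 0.0751 with an estimated correlation). The Ms3Yah call was lost without Ms3Yah replicate 37038 or diploid replicate 37094. Over the other settings these means ran from −0.21 to −0.094 in Ts3Yah and from 0.0085 to 0.15 in Ms3Yah. *Pccb*, a propionyl-CoA carboxylase subunit, fell in Ts3Yah over the list alone (0.843), and *Bdh1* stood at 0.759. Endothelial marker genes shifted by −0.13 in Ts3Yah and 0.14 in Ms3Yah (adjusted p = 0.107 and 0.0712 with an estimated correlation).

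**Figure D2:**
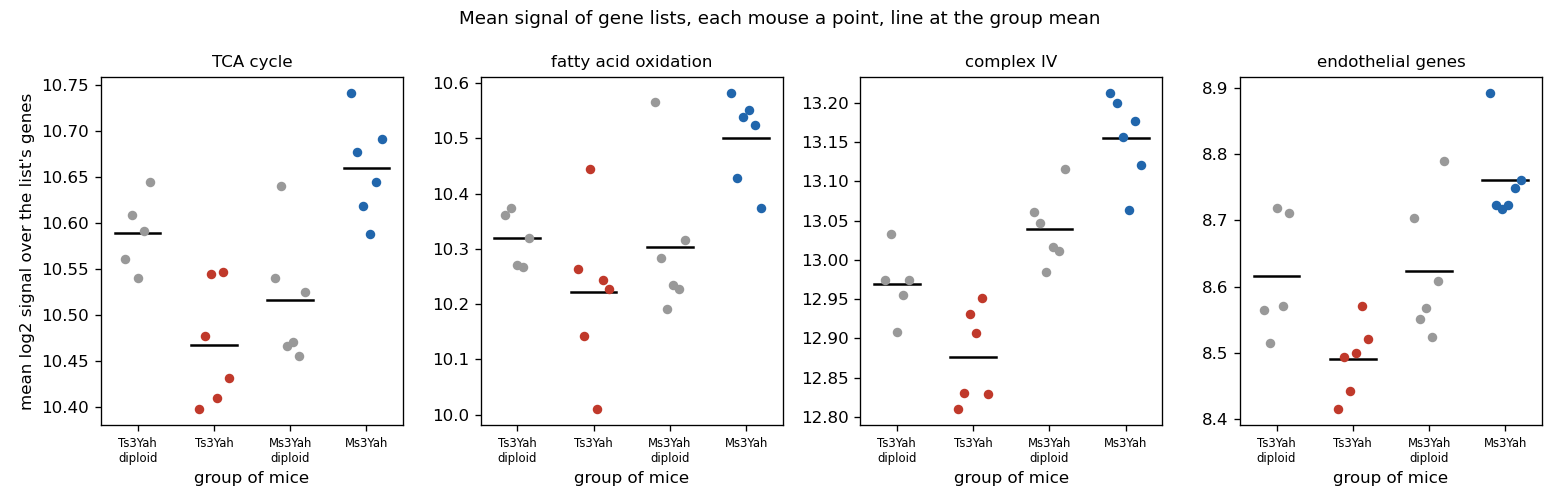
Each point is 1 mouse and the vertical axis is the mean log2 signal of the list's genes in that mouse, for the 4 groups. Mean log2 shifts against diploid littermates in Ts3Yah and Ms3Yah are −0.12 and 0.14 for the TCA cycle, −0.10 and 0.20 for fatty acid oxidation, −0.093 and 0.12 for complex IV and −0.13 and 0.14 for endothelial genes.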

About half of the genes assigned to mitochondrial gene sets overlapped with those categories. The complementary GSEA ([40]) revealed a major overlap in the leading edge subset of genes (genes in the gene set that contribute most to the ES) between Ts3Yah and Ms3Yah enriched gene sets (see S4–S5 Tables for leading edge genes in each gene set) (see among the top-ranked genes sets, one called ‘PGC,’ for peroxisome proliferator-activated receptor-gamma coactivator) and corresponding to a set of genes involved in oxidative phosphorylation and whose expression is coordinately decreased in human diabetic muscles and activated upon expression of *Pgc-1α* (*Ppargc-1α*) in C2C12 cells [41]. 

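*Ppargc1a*, which encodes PGC-1 alpha, was the 1 gene of the PGC-1 and ERR regulator list to rise in Ms3Yah muscle when adjusted over the list alone. *Perm1*, a muscle partner of PGC-1 and ERR, stood at 1.19 and *Ppargc1b*, the beta coactivator, at 1.22. In Ts3Yah muscle *Perm1* stood at 0.887 and the deacetylase *Sirt1* at 0.953, with no member passing over the list alone. As a whole the list's 18 genes rose in Ms3Yah by a mean log2 of 0.088 (camera adjusted p = 0.00522; adjusted p = 0.0852 with an estimated correlation). In Ts3Yah it had a mean of −0.0049 and no call (adjusted p = 0.604). The shift between lines was −0.093 (camera adjusted p = 0.0264; adjusted p = 0.149 with an estimated correlation). This list was fixed by hand, in part from the paper's discussion, which names *Ppargc1a* and *Esrra* for their change on these arrays. Its shift is thus not fully independent evidence. The overlap of leading-edge genes was not computed here. Without Ms3Yah replicate 37038, the PGC-1 and ERR regulators had a mean log2 of 0.064 in Ms3Yah and lost the call (adjusted p = 0.0641, camera). Over 16 other settings that mean ran from 0.015 to 0.11, and 12 of them kept the call.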

Leading edge genes from this set show a 25% to 50% overlap with leading edge genes from genes sets implicated in energy and metabolic pathways identified in our analysis. Fig. 4 shows GSEA-scoring plots and their corresponding heat maps for ‘PGC’ and the four gene sets, including ‘electron transport chain,’ ‘TCA cycle,’ ‘fatty acid degradation,’ and ‘glycolysis/gluconeogenesis,’ that show the most overlap with gene set ‘PGC.’ Together, these findings suggest a shift in energy metabolism to a more oxidative state with increased mitochondrial biogenesis and/or activity in Ms3Yah skeletal muscles and an opposite suppression of the oxidative state in Ts3Yah muscles that might be triggered by signaling pathway(s) involving transcriptional coactivators of the PGC family or other cooperating partners involved in this regulatory pathway.

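Read as 1 group, the 116 genes of the respiratory complexes, tricarboxylic acid cycle and fatty acid oxidation lists stood lower in Ts3Yah and higher in Ms3Yah muscle. Their mean log2 signal was 11.56 ± 0.059 (SD, n = 6) in Ts3Yah against 11.64 ± 0.036 (SD, n = 5), a shift of −0.075 (SE 0.029). In Ms3Yah it was 11.77 ± 0.040 against 11.65 ± 0.033 (SD, n = 6 each), a shift of 0.12 (SE 0.021). Exact two-sided permutation gave p = 0.0476 and 0.00216, the second being the smallest possible with 6 against 6 mice. With exact permutation only among mice of the same *Xist* level, Ts3Yah lost the call (shift −0.080, p = 0.0667) and Ms3Yah kept it (p = 0.005). The difference between the shifts, −0.20, had a permutation p of 0.00014. This union was formed after the list shifts had been seen.
Mitochondrial ribosomal proteins rose in Ms3Yah by a mean log2 of 0.068, *Mrpl46* at 1.20 and *Mrpl15* at 1.14, with 11 of 73 members at an unadjusted p under 0.05 and none over the list alone (camera adjusted p = 6.9e-08; adjusted p = 0.0712 with an estimated correlation). In Ts3Yah that list gave −0.0061 and no call (adjusted p = 0.659). Fusion, fission and carrier genes rose by 0.16 in Ms3Yah and fell by 0.084 in Ts3Yah (adjusted p = 6.9e-08 and 0.00259; adjusted p = 0.0692 and 0.0539 with an estimated correlation). *Ppif* and *Aifm1* rose over the list alone in Ms3Yah, and *Ppif* (0.822) and the fusion factor *Mfn1* (0.879) fell in Ts3Yah. Genes encoded in mitochondrial DNA shifted by 0.12 and −0.12 (adjusted p = 4.0e-05 and 0.000944; adjusted p = 0.0712 and 0.107 with an estimated correlation). *ND3* stood at 1.18 in Ms3Yah and 0.795 in Ts3Yah and passed over the list alone in both.
Fibre-type genes were not called as lists. Slow fibre genes gave 0.016 in Ts3Yah, with a median of −0.029, and 0.046 in Ms3Yah (adjusted p = 0.688 and 0.509). *Mb* stood at 0.832 in Ts3Yah, and *Myh7*, the slow myosin, at 1.81 in Ts3Yah and 1.21 in Ms3Yah without passing. Without Ts3Yah replicate 34730 the Ts3Yah mean was −0.20 and called (adjusted p = 0.00946). Fast glycolytic fibre genes gave 0.035 and 0.019 (adjusted p = 0.083 and 0.904), with *Tnnt3* at 1.05 in Ts3Yah and *Tnnc2* at 0.920 in Ms3Yah.
Endothelial markers fell in Ts3Yah (camera adjusted p = 2.2e-05, lost with an estimated correlation, adjusted p = 0.107), the receptor *Flt1* at 0.833 and the gap junction gene *Gja4* at 0.834. They rose in Ms3Yah (adjusted p = 1.3e-06; adjusted p = 0.0712 with an estimated correlation), where 7 of 20 members passed over the list alone, *Notch4* at 1.26 and *Ramp2* at 1.36 among them. The paper starts from transcripts of energy genes moving in opposite directions, sees a PGC gene set among the leading ones, and proposes a more oxidative state in Ms3Yah and its suppression in Ts3Yah. It proposes that coactivators of the PGC family or cooperating partners might trigger this. The direct comparison of lines called 24 lists different with camera, and 12 of them with an estimated correlation.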

**Fig 4:**
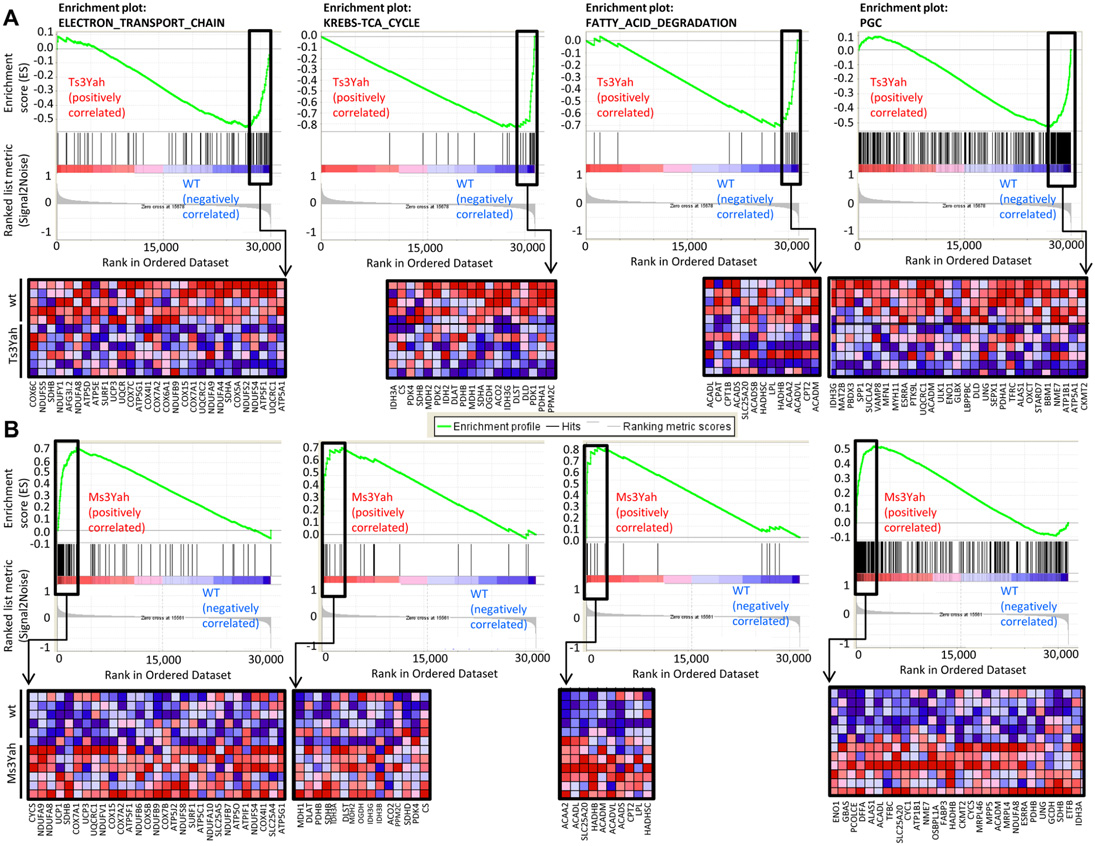
Pathways related to energy metabolism are underexpressed in Ts3Yah skeletal muscles and overexpressed in Ms3Yah skeletal muscles. GSEA-scoring plots of gene expression profile in gastrocnemius muscles from Ts3Yah (A) and Ms3Yah (B) mice. Four plots of representative gene sets relevant to metabolic pathways that were significantly enriched and the ‘PGC’ gene set corresponding to genes involved in OXPHOS that were activated by PGC1-α are shown. The top part of each plot shows the running enrichment score for the gene set as the analysis goes down the ranked list. The middle portion shows the position of members of the gene set in the ranked list of genes. The lower portion plots the value of the ranking metric of the genes in the expression data set. Below the enrichment plots, the corresponding heat maps show the leading edge subsets of genes that contribute most to the enrichment score. The red and blue colours indicate relative expression levels (red: increased expression; blue: decreased expression).

### The *Hspa13-App* region is implicated in the regulation of skeletal muscle oxidative capacity

Changes in locomotor capacity, muscle strength, and deregulation of the transcriptional control of energy metabolism led us to explore the muscle properties in Ts3Yah and Ms3Yah animals. We found an increased muscle mass in Ts3Yah animals and decreased muscle mass in Ms3Yah animals (Fig. 5A) that could account for the change in muscle strength observed in the animals. Gastrocnemius muscles are composed predominantly of type II glycolytic fibres and are poor in oxidative fast-twitch fibres that contain high amounts of mitochondria. We estimated the mitochondrial content of the gastrocnemius muscle by quantifying mtDNA and comparing the copy number of mtCOX2 normalised by nuclear DNA in transgenic animals versus their diploid control littermates. We observed a significant increase in mtDNA content in Ms3Yah muscles and close to significant decrease in Ts3Yah muscles (Student’s t-test Ts3Yah vs diploid, *p* = 0.06; Fig. 5B).

**Fig 5:**
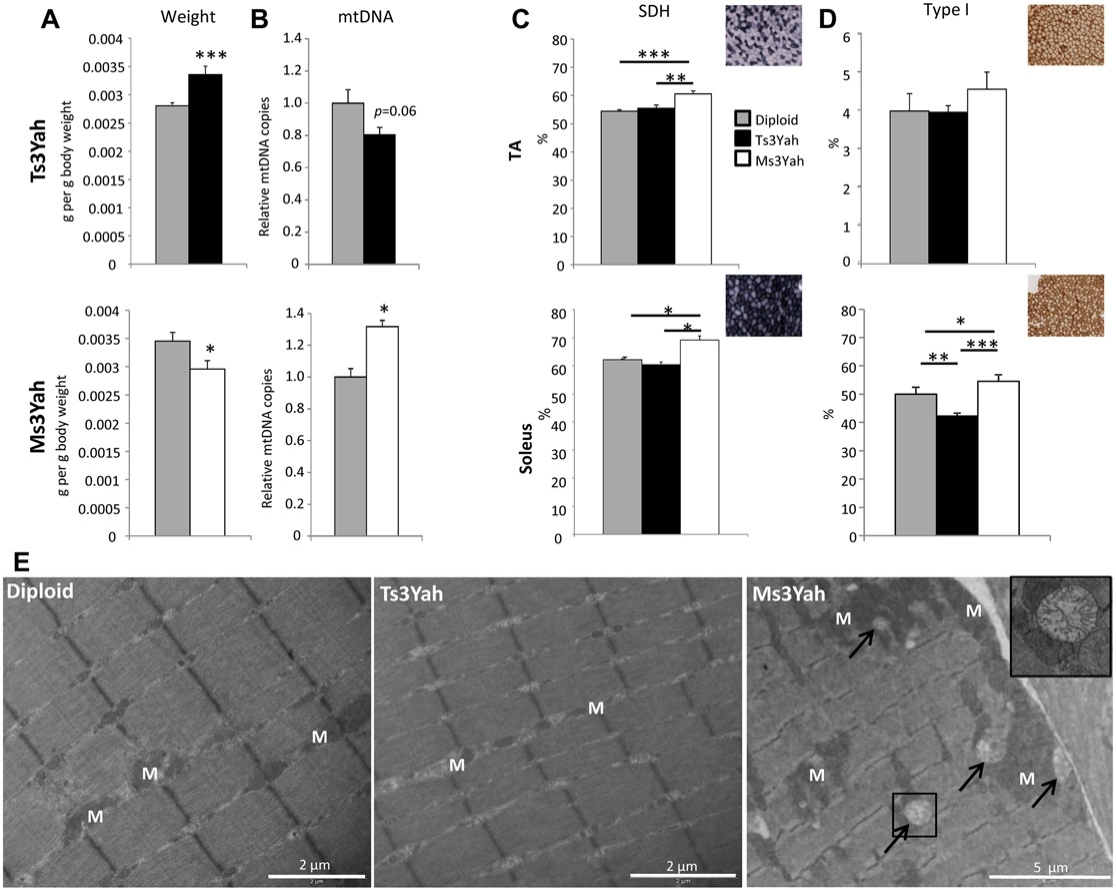
Histological analyses of skeletal muscles. (A) Mass of gastrocnemius muscles reported to body weight of the mice (n = 10–15 per group). (B) Quantification of the mitochondrial copy number in the gastrocnemius muscles of Ts3Yah and Ms3Yah mice relative to their diploid controls. The levels of mtDNA were normalised to levels of nucleus-encoded DNA (n = 5 per group). (C) Transverse sections of TA and soleus muscle were stained for SDH activity and SDH+ fibres counted in the entire sections. Results are given as percentages of stained fibres (n = 5–7 per group). (D) Changes in the proportion of type I slow-twitch fibres in TA and soleus of Ts3Yah and Ms3Yah mice using MyHC immunohistological staining (n = 5–7 per group). Data are presented as mean ± sem. Student’s t-test (A and B) and ANOVA with all pairwise multiple comparison procedures (Holm-Sidak method) (C and D), ~*p*<0.1, *p<0.05, **p<0.01, ***p<0.001. (E) Transmission electron microscope (TEM) analysis of TA muscles. The arrows are pointing at degenerative mitochondria. The cropped image is shown with 2.5x magnification of the original image. M: mitochondrion. Scale bars are 2 μm for the two first panels and 6 μm for the last.

Mitochondrial activity was assessed by staining histological muscles sections for the presence of the mitochondrial enzyme succinate dehydrogenase (SDH). In tibialis anterioris (TA), a skeletal muscle rich in glycolytic fibres, the SDH-stained fibres versus nonstained fibres were counted. Ms3Yah muscles revealed significant increase in SDH-stained fibres compared to diploid and Ts3Yah muscles (Fig. 5C, top), but no change in the percentage of slow-twitch oxidative type I myofibers using MyHCI staining was observed (Fig. 5D, top). In the soleus, mainly composed of oxidative fibres, differences between highly oxidative and less oxidative fibres were determined by scoring darkly SDH-stained fibres from lightly stained fibres. A significant increase in the number of oxidative fibres was found in Ms3Yah compared to diploid and Ts3Yah muscles (Fig. 5C, bottom). An increased proportion of type I fibres was found in Ms3Yah compared to both diploid and Ts3Yah muscles. A decreased proportion of type I myofibers was also found in Ts3Yah soleus compared to diploid (Fig. 5D, bottom). Hence, we found that monosomy increased the oxidative state of the muscle while trisomy decreased it. We analysed the TA in electron microscopy. In skeletal muscle fibres, mitochondria are usually localised between myofibrils, aligned parallel to the myofibrils, and in pairs at the Z-disc of the sarcomere and packed strands underneath the sarcolemma. In Ts3Yah TA, some fibres (estimated <10%) were found having few small-sized mitochondria compared to normal fibres (Fig. 5E). In contrast, we could find areas with increased mitochondrial mass present between adjacent fibres and containing few degenerative mitochondria in Ms3Yah muscles (Fig. 5E). Overall, these results indicate increased muscle oxidative capacity in Ms3Yah muscles and decreased oxidative capacity in Ts3Yah muscles due to change in mitochondrial content.

### Analysis of mitochondrial function in skeletal muscles

To determine if mitochondrial function is altered in the skeletal muscles of Ts3Yah and Ms3Yah mice, we assessed mitochondrial functional capacity in isolated equal amounts of mitochondrial preparations from hind limb muscles. We measured mitochondrial respiration using pyruvate/malate (PM), whose breakdown products generate NADH and lead to the reduction of mitochondrial complex I and the citric acid intermediate succinate (S), which donates electrons to FAD-containing complex II of the electron transport chain. While Ts3Yah mitochondrial respiration rates during state 3 respiration with ADP was comparable to the respiratory rates of diploid mitochondria (S2A Fig), they were significantly higher compared to controls in both states 2 (basal respiration in the presence of substrate alone) (ANOVA ‘genotype,’ ‘substrate’; F[1, 13] = 3.674, *p* = 0.078) (Fig. 6A) and 4o (respiration in presence of oligomycin, an inhibitor of ATPase) (ANOVA ‘genotype,’ ‘substrate’; F[1, 13] = 56.681, *p* = 0.026) (Fig. 6B). The fact that the respiratory flux is increased in both states 2 and 4o in Ts3Yah mitochondria suggests an increase in the membrane permeability. The respiratory control ratio, defined as the respiration in state 3 (maximal ADP-stimulated respiration) divided by that in state 4o, remained unchanged, showing intact mitochondria (S2B Fig). The activity of cytochrome oxidase (COX), the terminal enzyme in the mitochondrial electron transport chain, was investigated by isolating its respiratory activity using antimycin and was not changed in Ts3Yah mitochondria (S2C Fig). To further explore proton leak in Ts3Yah mitochondria, we used the batch of mitochondria subjected to respiration with succinate and measured the Δψ_m_ in parallel with respiration in the absence of net ATP synthesis (presence of oligomycin) to calculate the basal proton conductance of the membrane [42]. A voltage plot for the conductance over a range of potentials was generated by starting in state 4o and progressively limiting electron transport by titrating malonate and simultaneously determining respiration and Δψ_m_. The curve of the relationship between oxygen consumption and membrane potential in Ts3Yah mitochondria was shifted to the left compared to diploid controls indicating that the rate of oxygen consumed to counteract proton leak was slightly increased (Fig. 6C). In addition, reporting the kinetic response of substrate oxidation activity to mitochondrial potential during states 2, 3, and 4o revealed increased respiratory activity in Ts3Yah compared to diploid controls as seen by the shift of the slope to the right (Fig. 6D). Finally, in non-phosphorylating conditions (state 4o), the mitochondrial potential in Ts3Yah mitochondria (186.7±1.9 mV) was the same as in diploid controls (185.0±2.2 mV), indicating that the higher rate of oxygen consumption observed in Ts3Yah was not due to an increase in oxidation of succinate. Together, those results suggest a slight change in the inner membrane proton conductance in Ts3Yah mitochondria. The mitochondrial respiration and COX activity in Ms3Yah mitochondria were similar to that of diploid controls (S2D–S2G Fig). However, the mitochondrial protein yield calculated from the reported amount of mitochondria extracted to the weight of muscle used for the extraction was significantly increased (37%; Student’s t-test, *p* = 0.024; Fig. 6E), suggesting that the increased oxidative capacity observed in Ms3Yah muscle is due solely to increased mitochondrial proliferation and not to increased mitochondrial respiration.

**Fig 6:**
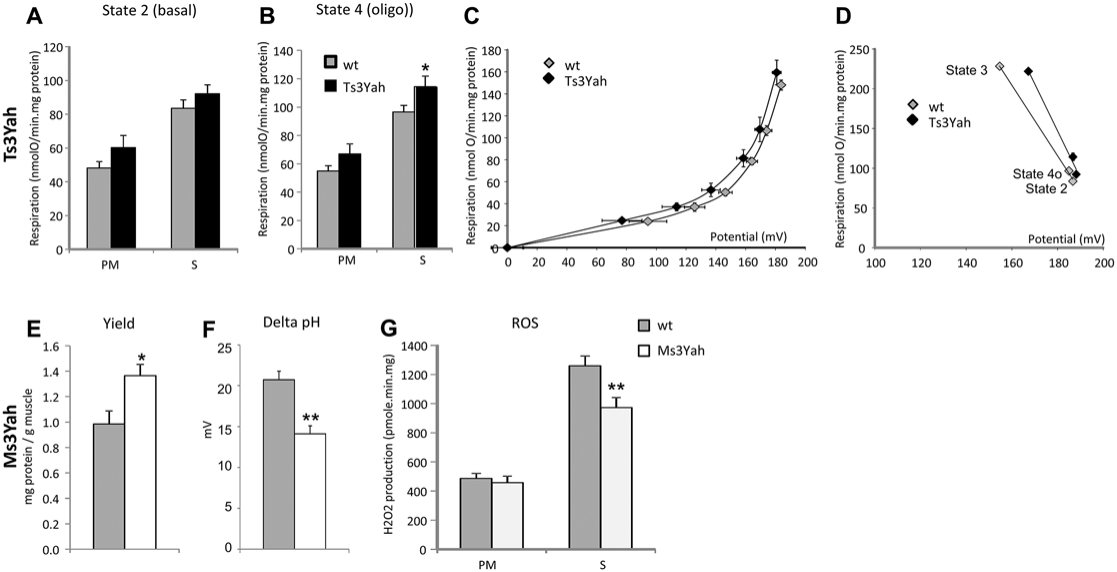
Evaluation of mitochondrial function. Mitochondria were isolated from hind limb muscle to test their respiration capacities. (A) Yield of mitochondrial protein per gram of muscle obtained from the mitochondrial extraction. (B–D) The rates of oxygen consumptions were measured in isolated muscle mitochondria in the presence of pyruvate/malate (PM) or succinate (S) as described in Materials and Methods. (B) State 2, basal was measured in the presence of substrates only. (C) State 3, ADP-stimulated respiration was measured with the addition of 500 μM ADP. (D) State 4o, after addition of oligomycin. (E) COX activity was given by measuring mitochondrial oxygen consumption during PM respiration with the addition of 10 mM antimycin, 2 mM ascorbate, and 0.5 mM TMPD. (F) Basal proton leak was visualised by plotting the rate of oxygen consumed against mitochondrial membrane potential. (G) Kinetic response of substrate oxidation activity to membrane potential at states 3, 2, and 4o in Ts3Yah and diploid isolated mitochondria. Data are presented as mean ± sem (n = 5–6 per genotype) with Student’s t-test (A and G) and two-way ANOVA with all pairwise multiple comparison procedures (Holm-Sidak method) (D), *p<0.05, **p<0.01.

The kinetic analysis between oxygen consumption and membrane potential in Ms3Yah mitochondria was similar to that of diploid controls indicating a similar basal proton leak, as expected by the absolute respiratory rates observed in Ms3Yah mitochondria. However, although the basal proton motive force values were not significantly different between genotypes (Ms3Yah: 182 ± 3 mV; diploid control: 191±4 mV), the chemical component of the proton motive force ΔpH was significantly lower (~30%; t-test, *p* = 0.001) in Ms3Yah mice (14±1 mV) than in diploid controls (21±1 mV) (Fig. 6F). We also observed a 26% decrease in Ms3Yah mitochondrial ROS production (Fig. 6G, decrease in H_2_O_2_ release as a marker of ROS production) under basal respiration with S, which corresponds to the respiratory state that produces most ROS (ANOVA ‘genotype,’ ‘substrate’; F[1,31] = 6.068, *p* = 0.02, and post hoc tests with all pairwise multiple comparison procedure using Holm-Sidak method: Ms3Yah vs diploid with succinate as substrate *p* = 0.001). ROS production from S comes from a reverse electron flux from complex II to complex I (NAD) that produces superoxide at a very high rate and is highly dependent on the pH gradient (ΔpH) across the mitochondrial inner membrane [43]. Overall, our analysis revealed that there is a propensity of increased membrane permeability in Ts3Yah mitochondria and of decreased ROS production by Ms3Yah mitochondria that is due to a decrease of pH across the mitochondrial inner membrane.

## Discussion

The phenotypic characterisation of two new mouse models trisomic and monosomic for the 9.4 Mb Mmu16 *Hspa13*-*App* region syntenic to the centromeric 21q11.2-q11.3 region revealed the contribution of gene dosage to locomotion, muscle strength, and mass and energy balance. The locomotor deficits observed in DS were attributed to impaired coordination input due to cerebellar or more general central dysfunction. Structural anomalies have been observed in the cerebellum of DS patients [44–46], but the presence of other motor-related phenotypes such as increased time for feedback adjustments in grip force, higher static grip forces, and difficulties to maintain constant muscle power suggests a more complex origin [47, 48]. Studies on motor control have described specific preferential muscle coactivation patterns in people who have DS during voluntary movements or postural adjustments. This coactivation of the agonist-antagonist muscle pair might produce less resistance to motion and might contribute to hypotonia [49, 50].

The locomotor deficit in Ts3Yah is accompanied by increased grip strength but decreased muscle endurance. Functional characterisation of the soleus muscle of Ts65Dn mice revealed that the muscle weakness observed in vivo was not the result of a deficit in force-generating capacity of the muscle in the basal state but was rather due to post-fatigue muscle weakness [51]. Hence, hypotonia and motor deficits observed in DS might be associated more with the fatigability of the muscle due to a lower energetic state. Indeed, hypotonia corresponds to a state of low muscular tonicity as the consequence of lack of energy to keep working at a normal level for a long time (and of a slower speed of response [52, 53]. Lower exercise endurance capacity with diminished basal metabolism and aerobic capacity has been observed in DS persons [54–56]. Accordingly, walking anomalies observed in DS children are associated with difficulties to maintain constant muscle power [57]. Interestingly, our Ts3Yah mouse model shows locomotor deficits as a consequence of energy decrease and lack of endurance.

The contribution of skeletal muscles to DS locomotor phenotypes and their physiological and biochemical characterisation have been poorly explored. A recent analysis of the soleus muscle in Ts65Dn mice failed to highlight a clear change in mitochondrial content or in muscle fibre type composition in the muscle although it identified alterations in pathways involved in glucose and fat metabolism as well as ATP biosynthesis [51]. The examination of hormonal and metabolic responses after a maximal effort in a treadmill test in DS and age-matched control people revealed that exercise limitation in DS people was caused by limited aerobic capacity [56]. This limitation was attributed to the disruption of the hormonal response (cortisol and catecholamines) leading to an incapacity to control glycolysis, neoglucogenesis, and lipolysis when muscle exercise is pursued [56]. Altered mitochondrial activity and increased oxidative stress would play a similar role in muscular function as found in the central nervous system, with DS accelerated aging and neurodegeneration [58–61].

Ms3Yah mitochondria revealed a decreased ROS production under respiration with succinate that could be linked to a lower pH gradient (ΔpH) of the mitochondrial inner membrane, whereas no change was observed for the membrane electrical potential (*Δψ*). ROS production with succinate is mainly generated by reverse electron flux from complex II to complex I [62–65] and is at least threefold more sensitive to the pH gradient (ΔpH) across the mitochondrial inner membrane than to the membrane potential (*Δψ*) [43]. PH gradient can be generated by proton pumping during substrate oxidation or by the ATP synthase pumping protons into the mitochondrial matrix during ATP synthesis. 

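*Atp5j* has 4 probes, and they moved apart in the 2 lines. The brightest stood at 25728 ± 1777 (SD, n = 6) in Ts3Yah muscle against 19932 ± 1202 (SD, n = 5), a fold change of 1.29. In Ms3Yah muscle it fell to 12927 ± 1011 from 19888 ± 1319 (SD, n = 6 each; 0.650, adjusted p = 0.0012, limma). A second probe stood at 8282 ± 721 against 6174 ± 448 and fell to 3615 ± 367 from 6028 ± 654 (adjusted p = 0.00251). The next fell in Ms3Yah to 447 ± 54.5 from 811 ± 85.6 (0.551), and the dimmest stood at 350 ± 35.4 against 268 ± 20.7 and at 171 ± 19.9 against 239 ± 38.8. In Ts3Yah all 4 rose when adjusted over the list alone, and 1 over all probes. The difference between lines was log2 0.99 for the brightest probe (adjusted p = 7.8e-07, limma) and 1.34, 1.16 and 0.86 for the others (7.8e-07, 3.5e-06 and 0.0103).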

Interestingly, *Atp5J*, which encodes the F6 subunit of the mitochondrial ATP synthase [66], is found in the *Hspa13-App* region and shows opposite deregulation in Ts3Yah and Ms3Yah mice. Change in the dosage of this subunit might lead to a change in ATP synthase efficiency and thus to a change in pH gradient across the mitochondrial inner membrane. Hence, transgenic mice overexpressing *Atp5J* have sustained a decrease in intracellular pH in tissues leading to acidosis [67]. A deficit of mitochondrial ATP production due to alteration of the catalytic OXPHOS capacity and associated to a compensatory enhancement of glycolysis and mitochondrial mass was seen in fibroblasts from DS subjects [68]. Increased respiration during non-phosphorylating conditions, an indicator of nonoptimal OXPHOS efficiency, was also observed in the same study and suggests a greater proton leak across the mitochondrial inner membrane of DS fibroblasts. Interestingly, as seen by Valenti and collaborators [68], we did not observe major changes in mitochondrial respiratory capacity in Ts3Yah and Ms3Yah mitochondria, but Ts3Yah mitochondria showed a slight increase in respiration during non-phosphorylating conditions and a shift in the relationship between oxygen consumption and mitochondrial membrane potential indicative of a greater proton leak. This finding, together with the presence in the *Hspa13-App* region of the gene coding for a subunit of the ATP synthase, suggest that ATP synthesis might be affected in Ts3Yah mitochondria. It would be interesting to further measure the ATPase activity as well as the ratio of ATP synthesis over oxygen consumption in Ts3Yah mitochondria.

The transcriptome analysis of Ts3Yah and Ms3Yah skeletal muscles identifies the deregulation of genes involved in energy metabolic pathways. These results are consistent with previous findings in the hearts of DS fetuses and in DS amniocytes [69, 70]. Moreover, our analysis suggests that *Pgc-1α* or members of the *Pgc-1α* pathway are important to the molecular changes observed in Ts3Yah and Ms3Yah muscles. Consistent with this hypothesis, we increased expression of *Pgc-1α* in the transcriptome of Ms3Yah muscles (FC = 1.25, *p* = 0.0027) and increased expression in Ms3Yah (FC = 1.18, *p* = 0.03) and decrease expression in Ts3Yah (FC = 0.81, *p* = 0.01) muscles of *ERRα* (ESRRA), encoding the orphan nuclear receptor ERRα (NR3B1) that is known to have co-expression with *Pgc-1α* in tissues with high energy demand and whose transcriptional activity has been extensively linked to members of the PGC-1 family of coactivators [71]. 

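*Ppargc1a*, the gene of PGC-1 alpha, stood at 242 ± 31.8 in Ms3Yah muscle against 191 ± 11.7 (SD, n = 6 each; fold change 1.26, log2 0.33, SE 0.08), with 6 of 6 mice above the diploid mean. In Ts3Yah it stood at 185 ± 26.2 (SD, n = 6) against 179 ± 36.0 (SD, n = 5), a fold change of 1.03. *Esrra*, the nuclear receptor that works with it, stood at 662 ± 57.7 against 815 ± 66.8 in Ts3Yah (0.812) and at 908 ± 117 against 766 ± 59.0 in Ms3Yah (1.18). The brighter second *Esrra* probe stood at 870 ± 56.4 against 995 ± 73.1 (0.874) and at 1158 ± 149 against 993 ± 126 (1.17). Exact two-sided permutation of the mice gave p = 0.00216 for *Ppargc1a* in Ms3Yah and p = 0.703 in Ts3Yah. By the same exact test the first *Esrra* probe gave 0.00866 in Ts3Yah and 0.0346 in Ms3Yah, and the second 0.00866 and 0.0758. These p-values are for genes picked by the paper and are not adjusted for the number of probes. Adjusted over all probes with limma none passed (0.509 for *Ppargc1a*, 0.674 and 0.886 for *Esrra*). The difference between lines did not pass either, at −0.27 for *Ppargc1a* (adjusted p = 0.899) and −0.54 for *Esrra* (adjusted p = 0.185).

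**Figure D3:**
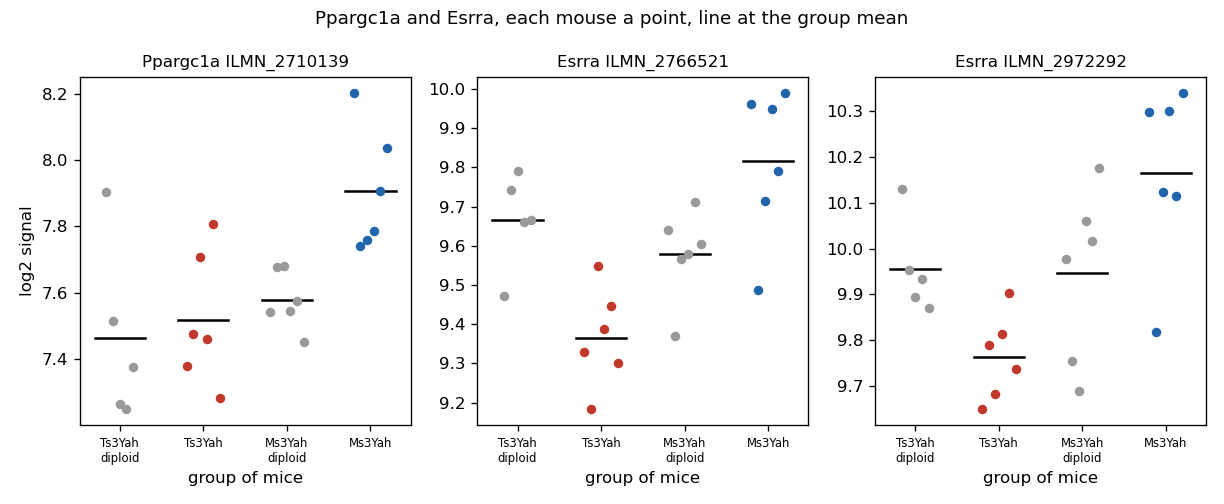
Each point is 1 mouse and the vertical axis is the log2 signal of a probe of *Ppargc1a* or *Esrra* detected on every array, for the 4 groups.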

*Pgc-1α* is a transcriptional coactivator of steroid and nuclear receptors and was found to play a central role as a modulator of oxidative metabolism in response to external physiological stimuli by activating the expression of a wide array of genes involved in fuel intake, gluconeogenesis, and fatty acid oxidation [72]. Most importantly, *Pgc-1α* controls mitochondrial biogenesis through the regulation of the synthesis of mitochondrial proteins involved not only in oxidative phosphorylation [73, 74] but also in the mitochondrial ribosomal machinery, protein transport, and dynamic [75]. 

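*Cs*, citrate synthase, stood at 5406 ± 246 in Ms3Yah muscle against 5157 ± 447 in diploid littermates (SD, n = 6 each), a fold change of 1.05. In Ts3Yah muscle it stood at 5194 ± 546 (SD, n = 6) against 5421 ± 442 (SD, n = 5), a fold change of 0.958. It passed no test in either line. The difference between lines for *Cs* had an adjusted p of 0.941 (limma).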

Interestingly, the gene encoding the mitochondrial enzyme citrate synthase (Cs) needed for pyruvate-derived acetyl-CoA entry to the TCA cycle and whose activity is a marker of increased mitochondrial biogenesis is found in the leading edge genes of the mitochondrial gene set identified in the GSEA analysis. In addition, genes coding for proteins involved in the transcription and translation of mitochondrial genes (*Tfam*, *Tufm*, *Tfb1m*, *Tfb2m*, *Lars2*, *Wars2*, *Mtif2*, and *Mtrf1*) and for proteins participating in mitochondrial protein import and translocation across the outer and inner mitochondrial membrane (*Mipep*,*Surf1*, *Tomm70a*, *Timm17b*, *Timm9*, *Timm44*, *and Tomm22*) were found in mitochondrial leading edge genes in either Ts3Yah or Ms3Yah or both (see leading edge gene set ‘HUMAN_MITODB_6_2002,’ S4–S5 Tables). Hence, molecular changes observed in Ts3Yah and Ms3Yah muscles point at gene(s) within the *Hspa13-App* region affecting the *Pgc1a* coactivator network regulating energy metabolism and mitochondrial biogenesis.

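No gene of these transcription, translation and import machineries passed in either line, whether adjusted over all probes or over the list alone. *Tfam*, which packages and transcribes mitochondrial DNA, stood at 486 ± 36.9 in Ms3Yah against 454 ± 41.2 (SD, n = 6 each). The elongation factor *Tufm* stood at 3556 ± 353 against 3237 ± 281, and *Wars2*, a tryptophanyl-tRNA synthetase, at 154 ± 8.64 against 140 ± 7.56. *Surf1*, an assembly factor of complex IV, stood at 251 ± 19.9 against 227 ± 17.2 in Ms3Yah and at 261 ± 9.63 (SD, n = 6) against 281 ± 15.0 (SD, n = 5) in Ts3Yah. The import peptidase *Mipep* stood at 0.902 in Ts3Yah and 1.05 in Ms3Yah. The list rose in Ms3Yah by a mean log2 of 0.10 with 14 of 15 members positive (camera adjusted p = 9.3e-05; adjusted p = 0.0695 with an estimated correlation). In Ts3Yah it gave a mean of 0.014, a median of −0.046 and no call (adjusted p = 0.59), with *Tomm22* the furthest member (0.15 when adjusted over the list alone, although it passed in the shorter list of Ts3Yah mitochondrial genes). The study chose these genes from the same arrays, so their direction is not independent evidence.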

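*Mrpl39*, a mitochondrial ribosomal protein, stood at 126 ± 4.39 (SD, n = 6) in Ts3Yah muscle against 113 ± 6.22 (SD, n = 5) and at 105 ± 6.57 against 121 ± 6.35 (SD, n = 6 each) in Ms3Yah. It passed over the list alone in both lines, and its difference between lines passed over all probes (log2 0.36, adjusted p = 0.0355, limma). A *Jam2* probe stood at 148 ± 6.67 against 130 ± 9.63 in Ts3Yah and at 0.830 in Ms3Yah (difference 0.46, adjusted p = 0.00204). *Usp25* fell in Ts3Yah over the list alone, to 146 ± 7.54 from 183 ± 22.4 (0.796). Its fold change lay below 1 in both lines, and its difference between lines was 0.14 (adjusted p = 0.967). *Nrip1*, a corepressor of energy genes, stood near background, at 118 ± 8.69 against 111 ± 11.8 in Ts3Yah and 96.1 ± 4.35 against 103 ± 6.89 in Ms3Yah. *Gabpa*, a regulator of nuclear genes for mitochondria, had its brighter probes at 1.04 and 1.05 in Ts3Yah, and 0.963 and 0.911 in Ms3Yah. Neither *Nrip1* nor *Gabpa* passed over the list alone in either line. *App*, outside the duplicated part, stood at 2324 ± 252 in Ts3Yah against 2370 ± 181 (0.981), and its difference between lines passed (0.84, adjusted p = 0.000711).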

Eight of the 15 genes conserved between human and mouse in the *Hspa13-App* region, namely, *Hspa13*, *Nrip1*, *Usp25*, *Btg3*, *D16Ertd472e*, *Mrpl39*, *Jam2*, *Atp5J*, and *Gabpa*, were globally 0.5 fold downregulated in Ms3Yah muscles and 1.5 fold upregulated in Ts3Yah muscles following gene dosage. Among those genes, two (*Gabpa* and *Nrip1*) are strong candidates for the muscular phenotypes as they are known to be part of the network of proteins involved in the transcriptional control of cellular energy homeostasis. *Gabpa* (GA-binding protein subunit α) encodes the ETS DNA-binding subunit of the NRF2 (nuclear respiratory factor) transcription factor that was found to interact with *PGC-1α* and ERRα to drive the expression of mitochondrial genes [76, 77]. Genetic disruption and knockdown of mouse *Gabpa* caused early embryonic lethality [78, 79] with mitochondrial dysfunction and have been proposed as a possible explanation for embryonic loss. Yang and collaborators (2014) recently deleted *Gabpa* in cultured primary mouse fibroblasts and found out that this resulted in a reduction of mitochondrial mass, ATP production, and mitochondrial methyltransferase Tfb1m, which is essential for mitochondrial protein translation and mitochondrial biogenesis [80]. However, the Ms3Yah mice with only one copy of *Gabpa* have increased mitochondrial biogenesis, and the *Gabpα* heterozygous knockout mice display no phenotype and express similar levels of GABPα protein as the wild-type mice in their muscles [79]. Moreover, no increase in protein expression of GABPα could be seen in human DS fibroblasts [81].

The receptor-interacting protein (RIP140 or NRIP1) identified as a corepressor of nuclear receptors [82–84] was found to affect oxidative metabolism and mitochondrial biogenesis by negatively controlling mitochondrial pathways regulated by PGC-1α [85]. *Nrip1* null mice displayed an increase in the number of oxidative fibres as measured by SDH and MyHC isoforms staining and an increase in the quantity of mitochondria, whereas overexpression of NRIP1 reduced oxidative activity and mitochondrial biogenesis in skeletal muscle [86]. In addition, the absence of NRIP1 resulted in the upregulation of the same gene sets (oxidative phosphorylation, fatty acid oxidation, TCA cycle, and glycolysis) that we found deregulated in our models [86]. A siRNA experiment to decrease NRIP1 expression in trisomic human fetal fibroblasts enabled to recover normal levels of nuclear-encoded mitochondrial genes and normal mitochondrial function in those fibroblasts [87]. As such *Nrip1* changes in copy number might explain most of the phenotypes observed in Ts3Yah and Ms3Yah mice, but we cannot exclude the contribution of other genes from the interval. Indeed, the change in the steady-state level of a subunit of mitochondrial ribosomal protein (MRP) encoded by the *Mrpl39* gene within the *Hspa13-App* region may also trigger perturbation in the translation of mitochondrial-encoded proteins of the OXPHOS system, leading to variations of mitochondrial function observed in Ts3Yah and Ms3Yah mice. Translational deficiencies due to mutations in genes encoding MRPs have been described for four of the more than 70 MRPs, leading to growth retardation, cardiomyopathy, hypotonia, and brain anomalies [88–91] but are expected to range from lethality to slightly impaired energy metabolic deficiencies and give rise to various tissue-specific defects such as neuromuscular disorders or metabolic acidosis [92, 93]. In addition, deficit in the OXPHOS machinery can trigger the mitochondrial membrane permeability transition (MPT) leading to mitochondrial apoptosis or necrosis [94] as observed in Ms3Yah muscles.

DS and M21 are complex genetic diseases, and mouse models represent invaluable tools to decipher Hsa21 dosage-sensitive genes and associated deregulated molecular pathways. Our new models show that subtle deregulations contribute to the complexity of the DS-related pathology and indicate the need to further study the contribution of different Hsa21 regions to the modulation of DS. In particular, this study contributes to understanding the motor deficits in people who have DS by providing new insight into the effect of trisomy on muscle dysfunction and proposing new deregulated pathways that might represent novel therapeutic targets for DS therapy.

## Materials and Methods

### Ethics statement

All animals were treated in compliance with animal welfare policies from the French Ministry of Agriculture (Law 87 848 and YH accreditation 45–31 and 67–369). Mice were bred on C57BL/6J background for at least five generations prior to the functional analysis. The animals were bred under SPF conditions and were treated in compliance with animal welfare policies. In all the experiments, disomic littermates matched for age and gender were used as controls. A series of behavioural experiments were conducted in order to evaluate motor and muscular functions. All experimental procedures have been described previously in [36]. Behavioural protocols (rotarod, grip strength, treadmill, notched bar, and open field) were approved by the local Ethics Committee for Animal Experimentation under the accreditation number (2012–069). For all these tests, mice were kept in SPF conditions with free access to food and water. The light-dark cycle was 12:12, with lights on at 7:00 a.m. All the tests were done between 9:00 a.m. and 4:00 p.m.

After weaning, male mice were gathered by litters in the same cage. The different apparatus used were placed in a dimly lit testing room (approximatively 60 lux). To produce experimental groups, only animals coming from litters containing a minimum of two male pups were selected. Groups of animals were transferred to the experimental room 30 minutes before each experimental test. No invasive procedure was used, and the mice were euthanized at the end of the analysis.

### Generating the Ts3Yah and Ms3Yah mouse strains

The Ms3Yah monosomic mice, Del(16*Stch*-*App*)3Yah, and the Ts3Yah trisomic mice, Dp(16*Stch*-*App*)2Yah, were generated by chromosomal engineering in vivo as described in more details in S1 Text. Briefly, *Hspa13* and *App* targeting vectors containing loxP sites and isolated from *5’Hprt* and *3’Hprt* libraries [95] were inserted by homologous recombination in HM1–1 *Hprt*-deficient ES cells in a trans configuration [96] (Fig. 1B–C). Transient expression of the Cre recombinase generated clones with the tandem duplication and the deletion of the *Hspa13-App* fragment (Fig. 1D) that were subsequently injected to C57BL/6J blastocysts to generate chimeras. Chimeras were mated with C57Bl6/J animals and pups carrying either the Mmu16 with the deletion or the Mmu16 with the duplication that were identified by Southern blot analysis. Those animals were subsequently bred with C57BL/6J mice to obtain the Ms3Yah and Ts3Yah lines.

### Behavioural analyses

Groups (n = 10–15) of transgenic and diploid littermate males with matched age and genetic background (B6 from N5 backcross level) were used for the different behavioural tests, following the recommendations from the standard operating procedures developed by the Eumorphia network (http://www.eumorphia.org). A series of behavioural experiments were conducted in order to evaluate the motor conditions in mice with group of 10 to 15 males per genotype. For all these tests, mice were kept in SPF conditions with free access to food and water. Several tests were carried out, including open-field, rotarod, notched bar,and grip strength at ages 3 to 4 months and rotarod, grip strength, treadmill endurance, and notched bar at ages 8 to 12 months. All procedures, except for the treadmill exercise, are presented in S1 text. The treadmill system consists of a belt, which is enclosed in a Plexiglas chamber, and a stimulus device with a metal shock grid attached to the rear of the belt. The speed and slope of the belt are electronically adjusted. The animals were acclimatised with a 20-minute run at 25 cm/s and a 5-degree incline the day before the running test. For the actual test, the experiment was started at 25 cm/s and a 5-degree incline. Every 20 minutes, a progressive increase of 5 cm/s in speed is applied. The distance run and the time spent running were recorded, and a mouse was considered exhausted and removed from the experiment if it received approximately 100 shocks (1 mA) in a period of 5 minutes or if it was spending more than 20 seconds on the shock grid. The duration of running and the total distance covered evaluate the performance of the mice.

### Gene expression analysis

#### RNA extraction

Total RNA was extracted from frozen gastrocnemius muscles from Ms3Yah and Ts3Yah and their respective control diploid littermates (n = 6) using TRIzol Reagent (Invitrogen) followed by RNase-Free DNaseI (Qiagen) treatment.

#### Microarray hybridisation and data analysis

Biotinylated cDNA were prepared from total RNAs and hybridised to Illumina’s MouseWG-6 v2.0 Expression BeadChips. Raw data was normalised by the quantile method [97], and values were log transformed. A principal component analysis was done using the GeneSpring software (Agilent Technologies) and showed that one diploid sample corresponding to the Ts3Yah control group had a completely different profile. This sample was excluded from the analysis. The data were analysed separately for Ms3Yah and Ts3Yah, comparing each set to its own littermate diploid group. The genes expressed above the background level were determined by selecting the probe sets having a signal value above the 35th percentile of all expression values in at least one array. This corresponded to a threshold value above 90 in raw data (6.49 in log scale). The genes differentially expressed were selected by statistical analysis (Student’s t-test *p*<0.05 between transgenic mice and their respective diploid littermates). Verification was done to ensure that selected probes have acceptable false discovery rate (<10%, [98]), and resampling analysis was used to make 1,000 permutations of the samples for each probe in order to calculate the false discovery rate *p*-value (Zoe software; http://www-microarrays.u-strasbg.fr/base.php?page=analysisExpressionFilterZoeE.php). FC was calculated as a ratio of averages from transgenic and diploid signals with values <1 representing probes that are underexpressed in the transgenic (Ts3Yah or Ms3Yah) compared to diploid controls and values >1 representing probes that are overexpressed in the transgenic compared to the diploid controls.

Hierarchical clustering was carried out on significantly deregulated genes (*p*<0.05) with Cluster 3.0 software [99] using Euclidian distances to calculate the distances between the genes and between the samples. The calculated distances were then clustered by complete linkage clustering. The red-to-green colour scale represents the mean-adjusted expression values, where red corresponds to higher expression and green to lower expression.

Gene Set Enrichment Analysis (GSEA) was used to test sets of related genes that might be coordinately deregulated in Ts3Yah and Ms3Yah gastrocnemius muscles [40, 41]. The whole transcriptome output lists of Ts3Yah and Ms3Yah differentially expressed genes, together with their diploid controls, were submitted to the GSEA tool, and the functional gene sets containing curated biological pathways from the MSigDB C2 curated database were tested [40]. A number of 1,000 permutations were specified as recommended in order to assess the statistical significance of the enrichment score (ES). The GSEA analysis report highlights enrichment gene sets with an FDR<5%. All data are accessible under the GEO accession number (GSE58463) [NCBI tracking system #17057227].

### QRT-PCR

cDNA synthesis was performed using the SuperScript III First-Strand Synthesis SuperMix for QRT-PCR (Invitrogen). A series of primer pairs (available upon request) were designed to span intron-exon junctions. Efficiencies of the TaqMan assays were checked using a cDNA dilution series from the extracts of gastrocnemius muscle samples. The QPCR was performed with 300 nM of each primer and 100 nM of HPLC purified FAM-TAMRA-labelled double-dye TaqMan probes in a final reaction of 15 μl with a standard amplification procedure. Normalisation was performed by carrying out in parallel the amplification of five housekeeping genes (*Actb*, *Pgk1*, *Hprt1*, *Ppia*, and *Gnas*) and by using the GeNorm procedure [100] in order to correct the variations of the amount of source RNA in the starting material. All the tested samples were performed in triplicate, and the results were reported as the mean ± sem.

### mtDNA quantification by quantitative real-time PCR

DNA was isolated from muscle tissue, and quantitative PCR using the TaqMan technology was performed in triplicate to determine the relative quantity of the mitochondrial DNA marker cyclooxygenase 2 (Cox2) and the genomic DNA marker myxovirus resistance 1 (Mx1) gene. mtCOX2 and Mx1 primers were purchased from Sigma-Aldrich and TaqMan MGB probes for mtCOX2 and Mx1 from Applied Biosystem. PCR conditions were as follows: (1) 50°C for 2 minutes, (2) 95°C for 10 minutes, (3) 95°C for 15 seconds, and (4) 60°C for 1 minute (steps 3 and 4 were repeated 50 times). The results were calculated from the difference in threshold cycle (ΔCT) values for mtDNA and nuclear-specific amplification. Data were expressed as mtDNA in transgenic mice relative to diploid control groups.

### SDH and immunofluorescence staining on frozen muscle sections

Tibialis anterioris muscles and soleus tissues were collected from 5 to 7 mice aged 4 to 6 months per genotype and immediately frozen in 5 minutes and 3 minutes, respectively, in isopentane cooled in liquid nitrogen (-190°C). A total of 10 μm thick serial sections were obtained using a cryostat (Leica CM3050) at -25°C. The sections were processed for succinate dehydrogenase (SDH) staining (S1 Text). Alternatively, type I fibres in tibialis and soleus were characterised by MyHC-I immunostaining using the primary monoclonal mouse antibody against type I (M844, Sigma) as described in S1 Text. Quantification was done by counting muscle fibres using the ImageJ software (W. Rasband, NIH; http://rsb.info.nih.gov/ij/) on at least three consecutive sections.

### Electron microscopy

TA samples (n = 3–5) of 3-month and 12-month old mice were fixed in 2.5% glutaraldehyde and 2.5% paraformaldehyde in cacodylate buffer (0.1 M, pH 7.4), postfixed in 1% osmium tetroxide in 0.1M cacodylate buffer, and dehydrated through graded alcohol (50%, 70%, 90%, and 100%) and propylene oxide. The samples were oriented longitudinally and embedded in Epon 812. Semithin sections were cut at 2 μm, and ultrathin sections were cut at 70 nm and contrasted with uranyl acetate and lead citrate and examined at 70 kv with a Morgagni 268D electron microscope. The images were captured digitally by a MegaView III camera (Soft Imaging System).

### Analysis of mitochondrial function

Mitochondria were isolated from hind limb skeletal muscles from one or two adult mice per mitochondrial preparation as described in S1 Text. The protein concentration of mitochondrial suspensions was determined in duplicate by a biuret method with bovine serum albumin to normalise the samples. Oxygen consumption was measured with a Clark oxygen electrode (Rank Brothers Ltd) in a stirred and closed chamber as described in S1 text. The cytochrome-c oxidase (COX) activity was determined by the mitochondrial respiration rate in the mitochondrial suspension, which includes 10 mM antimycin, 2 mM ascorbate, and 0.5 mM TMPD (N,N,N’,N’-TetraMethyl-p-Phenylene-Diamine). Measurements of COX activity were done in duplicate on n = 5 per genotype.

Mitochondrial membrane potential was measured using an electrode sensitive to the lipophilic cation triphenylmethylphosphonium (TPMP^+^). The protocol described in S1 Text allows us to calculate the ΔpH value as the difference between membrane potential values in the presence (ΔpH + Δψ) and in the absence (Δψ) of nigericin.

Respiration and membrane potential were then progressively inhibited through successive steady states induced by the addition of malonate. After each run, 2 μM FCCP was added to release TPMP^+^ back into the medium for baseline correction. Membrane potentials were calculated as described previously [101], assuming a TPMP^+^ binding correction of 0.35 mg protein/μl for skeletal muscle mitochondria [102].

Radical oxygen species (ROS) production by isolated mitochondria was evaluated by measuring the rate of H_2_O_2_ released using an SFM-25 fluorometer (Kontron) at excitation and emission wavelengths of 560 nm and 584 nm, respectively. The respiratory buffer (1 ml) was supplemented with 5 U/ml horseradish peroxidase, 1 μM Amplex Red reagent, and mitochondria (15–20 μg/ml). Respiratory substrates (5 mM succinate or 5 mM pyruvate/2.5 malate or 40 μM palmitoyl-L-carnitine/2.5 malate) were added to start the reaction. The fluorescent signal was calibrated using a standard curve obtained after successive addition of H_2_O_2_ (20 to 80 pmoles).

### Statistics

Unless otherwise stated, statistical analyses were performed comparing two groups, the Ts3Yah or Ms3Yah and their diploid control littermates, using Student’s t-test when appropriate or the nonparametric Mann-Whitney rank sum test. For tests requiring serial recordings, data were analysed by two-way ANOVA using the SigmaPlot software. Data are presented as mean ± sem. Significant threshold was set for *p*<0.05.

### Supplemental information

Supplemental information includes additional experimental procedures, two figures, and five tables and can be found online.

## Supporting Information

S1 Table Orthologous genes on Mmu16 and Hsa21 *Hspa13-App* region.

S2 Table Ts3Yah vs diploid littermates. Genes whose expression is significantly altered in Ts3Yah gastrocnemius muscles with FC>|1.2| (t-test *p*<0.05). Gene names from the *Hspa13-App* region are in italics. Probes deregulated in Ms3Yah model are in bold.
(DOCX)

S3 Table Ms3Yah vs diploid littermates. Genes whose expression is significantly altered in Ms3Yah gastrocnemius muscles with FC>|1.2| (t-test *p*<0.05). Gene names from the *Hspa13-App* region are in italics. Probes deregulated in Ms3Yah muscles are in bold.
(DOCX)

S4 Table Gene set enrichment analysis in diploid vs Ts3Yah. List of significantly enriched gene sets as indicated by false discovery rate (FDR) <5%. Genes sets with negative enrichment score (gene sets that show enrichment at the bottom of the ranked list, corresponding to downregulated genes compared to diploid controls) are listed for the Ts3Yah line as there was no gene set with FDR<5% in the list of gene sets with positive enrichment score. Set size: number of genes in the gene set after filtering out genes not in the expression data set. ES: enrichment score for the gene set, representing the degree to which the gene set is overrepresented at the edges (top or bottom) of the ranked list in the expression dataset. NES: normalised enrichment score, ES after normalisation across analysed gene sets. Nom *p*-value: nominal *p* value giving the statistical significance of the enrichment score. FDR *q*-value: false discovery rate giving the probability that NES represent a false positive.
(DOCX)

S5 Table Gene set enrichment analysis in Ms3Yah vs diploid. List of significantly enriched gene sets as indicated by false discovery rate (FDR) <5%. Gene sets with positive enrichment score (gene sets that show enrichment at the top of the ranked list, corresponding to upregulated genes compared to diploid controls) are given for the Ms3Yah line that had no gene set with a significant negative enrichment score. Set size: number of genes in the gene set after filtering out genes not in the expression data set. ES: enrichment score for the gene set representing the degree to which the gene set is overrepresented at the edges (top or bottom) of the ranked list in the expression dataset. NES: normalised enrichment score, ES after normalisation across analysed gene sets. Nom *p*-value: nominal *p* value giving the statistical significance of the enrichment score. FDR *q*-value: false discovery rate giving the probability that NES represent a false positive.
(DOCX)

S1 Fig Evaluation of motor skills. (A) Rotarod tests at incremental fixed speed (repeated ANOVA ‘genotype,’ ‘speed’: Ts3Yah vs diploid: F[1, 69] = 2.395 *p* = 0.135; Ms3Yah vs diploid: F[1, 90] = 2.607 *p* = 0.117) and at accelerating speed (two trials [4–40 rpm] in five minutes with the mean rotational velocity at the time of falling calculated for the two trials). (B) Endurance to exercise was measured as the maximal running distance travelled on a treadmill until exhaustion. (C) Spontaneous locomotor activity and habituation were assessed in an open field by measuring the distance travelled during the first 15 minutes and the last 15 minutes of a 30-minute session. (D) Motor coordination skills were tested with a notched bar by looking at the percentage of errors made by the mouse with its hind paws when crossing the notched bar. Data are presented as mean ± sem.
(TIF)

S2 Fig Evaluation of mitochondrial function. Mitochondria were isolated from hind limb muscle to test their respiration capacities. (A) State 3, ADP-stimulated respiration in Ts3Yah mitochondria. (B) Respiratory control ratio (RCR) is the ratio of state 3 to state 4o. (C) COX activity was monitored by measuring mitochondrial oxygen consumption during PM respiration with the addition of 10 mM antimycin, 2 mM ascorbate, and 0.5 mM TMPD. Yield of mitochondrial protein per gram of muscle is obtained from the mitochondrial extraction. (D–F) Rates of oxygen consumption in Ms3Yah mitochondria measured in the presence of pyruvate/malate (PM) or succinate (S). (D) State 2, basal was measured in the presence of substrates only. (E) State 3, ADP-stimulated respiration (ADP) was measured with the addition of 500 μM ADP. (F) State 4o, after addition of oligomycin. (G) COX activity in Ms3Yah mitochondria. Data are presented as mean ± sem (n = 5–6 per genotype).
(TIF)

S1 Text Supporting information about gene targeting and generation of chromosomal rearrangements in ES cells; Southern blot analysis; Fluorescent in situ hybridisation; Array-based comparative genomic hybridisation; Open field; Rotarod test; Notched bar test; Grip strength; SDH on muscle sections; Immunofluorescence staining (fibre typing); Isolation of skeletal muscle mitochondria; Mitochondrial respiration and COX activity; Mitochondrial membrane potential.

# Supplementary material for: Opposite Phenotypes of Muscle Strength and Locomotor Function in Mouse Models of Partial Trisomy and Monosomy 21 for the Proximal Hspa13-App Region
**Source:** PLoS Genet. 2015 Mar 24;11(3):e1005062. doi: 10.1371/journal.pgen.1005062
**Supplement:** S1 Table

| **Names of mouse genes** | **Genome coordinates (Start position)** | **Names of human genes** | **Genome coordinates (Start position)** |
| --- | --- | --- | --- |
| *Hspa13* | 75755190 | *HSPA13* | 143711115 |
| *Samsn1* | 75858793 | *SAMSN1* | 14485228 |
| *Nrip1* | 76287400 | *NRIP1* | 14961235 |
| *Usp25* | 77014069 | *USP25* | 15730025 |
| *Cxadr* | 78301496 | *CXADR* | 17512382 |
| *Btg3* | 78359860 | *BTG3* | 17593653 |
| *D16Ertd472e* | 78544012 | *C21orf91* | 17788967 |
| *Chodl* | 78930948 | *CHODL* | 17901263 |
| *Prss7 (Tmprss15)* | 78953008 | *PRSS7 (TMPRSS15)* | 18269116 |
| *Ncam2* | 81200697 | *NCAM2* | 20998315 |
| *Mrpl39* | 84717576 | *MRPL39* | 25585656 |
| *Jam2* | 84774123 | *JAM2* | 25639272 |
| *Atp5j* | 84827866 | *ATP5J* | 25716503 |
| *Gabpa* | 84834925 | *GABPA* | 25734570 |
| *App* | 84954440 | *APP* | 25880550 |

# Supplementary material for: Opposite Phenotypes of Muscle Strength and Locomotor Function in Mouse Models of Partial Trisomy and Monosomy 21 for the Proximal Hspa13-App Region
**Source:** PLoS Genet. 2015 Mar 24;11(3):e1005062. doi: 10.1371/journal.pgen.1005062
**Supplement:** S1 Text

# Supporting Information (1764 words)

**Gene targeting and generation of chromosomal rearrangements in ES cells**

The targeting vectors containing DNA fragments that were generated by partial *Sau3A*I digestion of genomic DNA from the 129S5 mouse strain were isolated from the 5’-Hprt and 3’-Hprt libraries [95] and contained loxP sites in the same relative orientation. The genomic inserts (10.2 kb in the 5’-Hprt and 3’-Hprt vectors) are mapped to the *Hspa13* and *App* genes, respectively. Prior to electroporation into HM-1 Hprt-deficient ES cells [96], targeting vectors were linearised in the homology region using the *Afl*II and *Swa*I restriction enzymes, respectively. The 5’-Hprt vector was first inserted, and simple targeted recombinant ES cell clones were selected with G414 and identified by Southern blot analysis. Simple targeted cells were then targeted with the 3’-Hprt, selected with puromycin, and analysed by Southern blot. The selected double-targeted recombinant probes were electroporated with a Cre-expression vector (pHD4-Cre, gift of C. Kellendonk) to induce Cre/loxP-mediated chromosomal rearrangements. The clones carrying the tandem *Hspa13-App* duplication and the reciprocal deletion were selected in the hypoxanthine, aminopterin, and thymidine (HAT) medium and analysed by Southern blot of NdeI-digested ES cell DNA with a probe against the ampicillin gene present in both integration vectors.

**Southern blot analysis**

Genomic tail or ES cell DNA extracts were obtained using the NaCl precipitation technique. About 10 µg of DNA were digested with *Psi*I for Ms3Yah and *Nde*I for Ts3Yah. DNA fragments were separated by electrophoresis on a 0.7% agarose gel and transferred on a nylon membrane. The membrane was then hybridised with a speciﬁc DIG-labelling probe (probe B in Fig 1; wt: 9.3 kb, Ts3Yah: 18.2 kb) (probe D in Fig 1; wt: 12.2 kb, Ms3Yah: 9.9 kb) and revealed with CDP Star (Roche).

**Fluorescent in situ hybridisation**

Interphase nuclei were recovered by ﬁxing a sample of kidney on a slide. Mouse BAC clones located inside (BAC bMQ-34K13) or outside (BAC bMQ-381L17) the *Hspa13-App* region were chosen. Only 1 mg of mouse BAC DNA was used to generate DNA probes labelled DIG-dUTP (bMQ-34K13) and biotin-dUTP (bMQ-381L17) through nick translation. Detection was achieved by the use of both antidigoxigenin-rhodamine and avidin-ﬂuorescein antibodies (Roche, Mannheim, Germany). The slide was mounted with vectashield medium containing DAPI 40, 6 diamidino-2-phenylindole (Vector Laboratories, Burlingame, CA, USA). The images were analysed by SmartCapture2F (Digital Scientiﬁc, Cambridge, UK) using a Zeiss Axioplan 2 microscope equipped with a cooled camera (Photometrics, Tuscon, USA).

**Array-based comparative genomic hybridisation**

To conﬁrm the duplication and the deletion of the *Hspa13-App* region in the Ts3Yah and Ms3Yah models, a gene copy number variation (CNV) study on the whole genome was undertaken using NimbleGen mouse HD2 whole genome CGH oligonucleotide arrays. Comparative analysis was done using DNA extracts from one animal bearing the *Hspa13-App* duplication, one animal bearing the deletion, and one diploid animal that were ﬂuorescently labelled with Cy5 (control) and Cy3 (Ts3Yah and Ms3Yah). After sonication and labelling, DNA is hybridised to the CGH array, followed by washing of the slide according to the manufacturer’s instructions (Roche NimbleGen, Madison, WI, USA). The slides were scanned using a G2565 scanner at 3 µm resolution (Agilent Technologies, Palo Alto, CA, USA), and 200 array images were analysed using the NimbleScan v2.5 software (Roche NimbleGen, Madison, WI, USA) with default parameters incorporating spatial correction. Arrays comprised 2,100,000 isothermal probes 50–75 bp length, with a median spacing of 1.1 kb throughout the genome (UCSC NCBI37/mm9/July 2007 assembly), enabling high-resolution CNV detection between the Ts3Yah, the Ms3Yah, and the diploid control.

**Open field**

The activities of the animals were tested in open boxes (open fields: 42 cm wide, 42 cm large, 40 cm high) made of transparent Plexiglas. Every activity was recorded with an infrared photobeam detection system (Acti-Track, LSI Letica, Panlab). The animals were individually placed in the open field and allowed to move freely for a 30-minute session. The distance they travelled was recorded.

**Rotarod test**

The animals were tested for their ability to maintain balance on a rotating rod of 5 cm diameter (hard plastic covered by a rubber foam). The mice were placed on the rotating rod facing the direction of the rotation. After two training trials of two minutes each at a constant speed of 7 rpm, the mice were tested for their ability to stay on the rotating rod in four consecutive trial sessions with increased fixed rotational speeds (7, 14, 19, and 24 rpm). The animals were allowed to stay on the rod for a maximum of five minutes per trial, with a resting intertrial period of five minutes. After those trial sessions, two tests with accelerating speed from 4 to 40 rpm were performed for five minutes. For each trial, the elapsed time until the mouse fell off the rod was recorded. For the first test at fixed rotational speed, the results were analysed by two-way ANOVA for repeated measures with the genotype as a between-subjects factor and fixed rotational speed as a repeated-measures factor. For the accelerating speed test, a Student’s t-test was used.

**Notched bar test**

This protocol is to test hind limb motor coordination. On the day of the test, in the morning, the mice are ﬁrst taught on a training bar with a large 1.7 mm natural wooden piece and 50 cm long terminal platforms of 6 cm by 6 cm. The training involves successfully crossing the bar 10 times. In the afternoon, the mice are tested on a special notched bar having 12 intermediate raised steps equally distributed between the two platforms. Again, the mice have to cross the bar 10 times. But this time, two observers are placed symmetrically to the bar, looking for hind paw slips outside of the steps and scoring them as errors. Data are given as percentage of errors on total number of crossed steps.

**Grip strength**

The apparatus used for the grip strength test was a stainless steel grid connected to a dynamometer (Force Gauge Lutron). The animal’s four paws were placed on the grid and positioned horizontally and then were gently pulled backwards by the tail in the horizontal plane. The force applied to the grid at the moment the grasp was released was recorded as the peak tension (in g). The test was repeated for three consecutive times within the same session, and the maximum value was taken as the grip strength. Grip strength was expressed in g/body weight.

**SDH on muscle sections**

Tibialis anterioris muscle tissues were collected and immediately frozen in isopentane cooled in liquid nitrogen. There were 10 µm thick serial sections obtained and processed for succinate dehydrogenase (SDH) staining by incubation for one hour at 37°C in a solution of 20 mM potassium dihydrogen phosphate, 80 mM di-sodium hydrogen phosphate, 100 mM sodium succinate, and 2 mg/ml nitro blue tetrazolium. The sections are then fixed in formalin and washed in 15% ethanol before being sealed under a coverslip with an aqueous medium (Dako, S3025).

**Immunofluorescence staining (fibre typing)**

The characterisation of type I fibres was realised by immunostaining using monocolonal antibody against MyHC type I (M8441 from Sigma, dil 1:1000). Frozen sections were fixed for 10 minutes in glacial acetic acid and rinsed in PBS 1X, Triton 0.1% three times for five minutes. Blocking of endogenous avidin/biotin activity and nonspecific antibody interactions was done using the Avidin/Biotin Blocking Kit from Vector (SP-2001), with PBS 1X and 5% normal goat serum. Primary antibody incubation was realised overnight at 4°C, followed by a series of washes with PBS 1X and secondary antibody for one hour at room temperature using the VECTASTAIN Elite ABC Kit IgM PK-4010 from Vector. Signal was amplified with the signal amplification ABC reactive and detected with DAB substrate (diaminobenzidine, Sigma). The sections were mounted using aqueous mounting medium (Dako, S3025).

**Isolation of skeletal muscle mitochondria**

Mitochondria were isolated from the hind limb skeletal muscles of one or two adult mice per mitochondrial preparation. The muscles were weighed, finely minced with scissors, and homogenised with a Potter-Elvehjem homogenizer (five passages) in an ice-cold isolation buffer (10 ml/g tissue) containing 100 mM sucrose, 50 mM KCl, 50 mM Tris, and 5 mM EGTA, pH 7.4. The homogenate was treated with protease (1 mg/g muscle wet weight) and kept on ice for five minutes with occasional stirring. The mixture was diluted 1:2, homogenised with a Potter-Elvehjem homogenizer (three passages), and centrifuged at 1000×g for 10 minutes. The supernatant was centrifuged at 8700×g for 10 minutes. The resulting pellet was suspended in 15 ml isolation buffer and centrifuged at 1000×g for 10 minutes. The supernatant was filtered through cheesecloth and centrifuged at 8700×g for 10 minutes. The resulting pellet was washed once by suspension in the isolation buffer and centrifuged at 8700×g for 10 minutes. The final pellet was suspended in a minimal volume of isolation buffer and kept on ice. The protein concentration of mitochondrial suspensions was determined in duplicate by a biuret method, with bovine serum albumin as the standard.

**Mitochondrial respiration and COX activity**

All assays were performed at 37°C in respiratory buffer containing mitochondria (0.3–0.4 mg protein/ml), 120 mM KCl, 1 mM EGTA, 5 mM KH_2_PO_4_, 2 mM MgCl_2_, 3 mM HEPES, and 0.3% bovine serum albumin, pH 7.4. Oxygen consumption was measured with a Clark oxygen electrode (Rank Brothers Ltd) in a stirred and closed chamber with a volume of 400 µL (n=5). Mitochondrial preparation per genotype at age five months O2 flux for the different states was assessed sequentially as follows: state 2, addition of the respiratory substrate (5 mM pyruvate + 2.5 mM malate [PM] or 5 mM succinate + 5 µM rotenone [S]); state 3, addition of adenosine diphosphate (ADP, 500 µM); and state 4o, addition of 2.5 mg/ml oligomycin. The cytochrome-c oxidase (COX) activity was determined by the mitochondrial respiration rate in the mitochondrial suspension, which includes 10 mM antimycin, 2 mM ascorbate, and 0.5 mM TMPD (N,N,N’,N’-TetraMethyl-p-Phenylene-Diamine). The measurements of COX activity were done in duplicate on n=5 per genotype.

**Mitochondrial membrane potential**

Mitochondria (0.3 mg/ml) were incubated in the respiratory medium supplemented with 5 µM rotenone. The TPMP^+^-sensitive electrode was calibrated with sequential additions up to 2 µM TPMP^+^. Succinate (5 mM) was added to start the reaction in the presence of rotenone (5 µM). Once mitochondria were energised, 500 µM ADP was added, followed by oligomycin (5 µg/mL) and nigericin (60 ng/ml). Nigericin is a potassium/proton antiporter that sets the ΔpH to zero, which allows the whole Δp to be expressed as Δψ. This protocol allows us to calculate the ΔpH value as the difference between membrane potential values in the presence (ΔpH + Δψ) and in the absence (Δψ) of nigericin.

How the deposited data were processed for this re-analysis (not part of the article)

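Total RNA of gastrocnemius muscle had been hybridised by the authors to Illumina MouseWG-6 v2.0 arrays, 1 array per mouse. The 23 arrays analysed here are 6 of Ms3Yah mice, 6 of their diploid littermates, 6 of Ts3Yah mice and 5 of their diploid littermates. The labels call the trisomic mice Ts2Yah, and they were taken as the paper's Ts3Yah mice. A further diploid mouse of that line had been set aside by the authors after a principal component analysis and is not used here. No paired analysis was possible, because replicate numbers are mouse identifiers not shared between groups. The protocol describes the RNA preparation and hybridisation, while the paper's text does not name the scanner software or its annotation.
The deposited probe signals are intensity values per array, neither background-subtracted nor normalised between arrays. The lowest raw signal is 66.7. Medians of these raw signals ran from 86.4 to 93.2 in Ms3Yah, 84.7 to 101.5 in their diploid littermates, 85.5 to 98.0 in Ts3Yah and 94.1 to 97.2 in theirs. Beside each signal the authors give a detection p-value, read as the share of negative control probes at least as bright as the probe. A second deposited set, the series matrix, holds intensity values on a linear scale after background subtraction and quantile normalisation, some of them negative. Its scale and direction follow from the values, while the method of background subtraction stays unknown. Column medians of the series matrix were, for Ms3Yah replicates 37038, 37148, 37448, 37039, 37072 and 37074, 3.83, 3.84, 3.85, 3.81, 3.83 and 3.83. For Ms3Yah diploid replicates 37094, 37145, 37146, 37040, 37041 and 37075 they were 3.84, 3.82, 3.82, 3.84, 3.82 and 3.83. Ts3Yah replicates 34498, 34662, 34730, 34558, 34661 and 34725 had 3.82, 3.82, 3.83, 3.83, 3.83 and 3.83. Ts3Yah diploid replicates 34561, 34731, 34723, 34923 and 34925 had 3.83, 3.83, 3.82, 3.85 and 3.84.
Raw signals were quantile normalised over the 23 arrays and log2 transformed. A probe counted as expressed in a line when its signal lay above the 35th percentile (89.8, log2 6.49) on at least 1 array of that line. Each line was fitted apart with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted by the method of Benjamini and Hochberg. Fold changes are ratios of mean linear signals, with thresholds of 1.2 and 0.8 as in the paper. The difference between lines was tested in a fit of all 4 groups. Probes were named with the updated platform annotation where it gives a symbol: 34914 probes carry 1 gene, 18 several and 10349 none. Of the 34914 names, 34807 are updated symbols, 78 older platform symbols and 29 names from the paper's tables.
Gene lists were tested with camera of limma on the brightest expressed probe of each gene, with a preset correlation of 0.01, for lists with at least 4 measured genes. The 38 lists are: interval genes; border genes; complexes I, II, III, IV and V; TCA cycle; fatty acid oxidation; glycolysis and gluconeogenesis; ketone and branched-chain amino acid breakdown; mitochondrial ribosomal proteins; mitochondrial-DNA-encoded genes; PGC-1 and ERR regulators; mitochondrial fusion, fission and carriers; antioxidant genes; slow fibre and fast glycolytic fibre genes; muscle growth and atrophy; satellite cells and regeneration; calcium and contraction; fibroblast and matrix; endothelial; adipocyte; macrophage and leukocyte; erythroid; nerve and Schwann cell; immediate early and stress; cytosolic ribosomal proteins; proteasome; sex genes; and 7 lists named by the paper. Those 7 are mitochondrial expression and import, QRT-PCR reference genes, kinase and translation genes, mitochondrial genes of Ts3Yah, mitochondrial genes of Ms3Yah, opposite genes and the QRT-PCR panel.
Genes are named by a rule. It takes every interval and border gene with a probe, every gene in the sentence beside a passage, the 10 leading probes per direction and line, and up to 4 members with the smallest p of each list described. The values of Tables S2 and S3 had been seen before this rule was written. Further names accompany counts of up to 5 and were chosen after values were seen.
Precision is limited by 5 or 6 arrays per group. Detection p-values below 0.05 count as detected. The first principal component holds 27.5% of the variance of the arrays and the second 13.3%. On the first, every array of the Ts3Yah line lies at 5.77 or more and every array of the Ms3Yah line at 4.78 or less. Sex is not in the labels. Arrays fall into 12 with high *Xist* (log2 8.63 or more) and 11 with low *Xist* (6.56 or less), and *Eif2s3y* runs opposite. The second principal component follows this split, with the 12 at 5.30 or more and the 11 at −5.82 or less. High *Xist* was seen in 3 of 6 Ms3Yah mice, 3 of 6 of their diploid littermates, 4 of 6 Ts3Yah mice and 2 of 5 of theirs. For 236 expressed probes of the Ts3Yah line and 126 of the Ms3Yah line, every aneuploid mouse lay beyond every diploid littermate on the same side.
Alternatives tried for the normalisation were neqc with an offset of 16, quantile normalisation within each line, median scaling and the series matrix values floored at 1. For the filter, none and detection on at least 5 arrays were tried. For the test, limma with trend and robust, limma with array weights, the methods' t-test (Student, two-sided) and all 4 groups in one fit were tried. Lists were also tested with an estimated correlation, exact permutation of the mice, fgsea 1.28.0 by signal-to-noise, fry, and the mean of the probes of a gene. Each mouse was left out in turn. *Xist* level as a covariate was added after the arrays had been seen. Exact permutation of the mice on *Ppargc1a* and *Esrra* was also added after their limma values had been seen. A mouse was listed as far from its group by the ratio of Dixon at the 1 in 20 level. Random steps used seed 1, with 100 splits or relabelings, and 100000 permutations for the difference of the energy gene shifts.
The code was tested on simulated data with the group sizes of each line. In the Ts3Yah comparison, with 43917 probes, true folds of 1.2, 1.5 and 2 were found after adjustment for 70.1%, 100% and 97.0% of 67, 67 and 66 changed probes. In the Ms3Yah comparison, with 44363 probes, the shares were 71.6%, 97.0% and 95.5%. Of the unchanged probes 13 of 43693 and 10 of 44139 were called. A true shift of 0.1 in the TCA cycle list was called in both comparisons (camera adjusted p = 3.4e-06 and 1.4e-05), also with an estimated correlation (adjusted p = 0.0084 and 0.040). Probe noise in the simulation was independent between genes. The changed probes were drawn from all expressed probes, of which 17440 and 17280 were detected on no array of the line. The shares found thus need not hold for detected genes. In the real Ts3Yah data *Atp5j* probes at 1.29 and 1.34 missed adjustment (both adjusted p = 0.136, limma).
Quantitative PCR, behavioural and mitochondrial measurements were not analysed here, as the work covers the arrays alone. The paper's gene set enrichment was not rerun, and lists written by hand stand in for its gene sets. A fit by array position was not run, since the files give no array layout.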

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

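The counts of splits for probes called with or without adjustment and for lists without those of the paper, all tests on the 116 energy genes, the nonagouti probe and vector tests and the *Usp25* test were chosen only after the result was seen.
Between the lines, 12 probes differed in log2 change after adjustment with limma, each listed because an effect of 1 line is absent from the other or runs opposite to it. *Atp5j* differed by 1.34, 1.16, 0.99 and 0.86 on its 4 probes, *Chodl* by 1.27, *D16Ertd472e* by 0.97, *App* by 0.84, *Jam2* by 0.46 and *Mrpl39* by 0.36, all Ts3Yah minus Ms3Yah and all in the interval. Outside it nonagouti differed by −0.78, *Adk* by −0.73 and *C130023A14Rik*, an unstudied transcript, by 0.50. Nonagouti is listed a second time, as a change of at least 0.88 in Ms3Yah, over a diploid signal at background, that the paper does not discuss.
For the same reason 24 lists differed between lines by camera. The interval genes differed by 0.37, the adipocyte genes by 0.32, immediate early genes by 0.32, cytosolic ribosomal proteins by 0.084 and proteasome genes by 0.075. Energy lists ran the other way, with complex I at −0.12, II at −0.15, III at −0.19, IV at −0.21 and V at −0.14, the TCA cycle at −0.27, fatty acid oxidation at −0.29 and ketone and branched-chain amino acid breakdown at −0.15. Mitochondrial ribosomal proteins stood at −0.075, mitochondrial-DNA-encoded genes at −0.24, PGC-1 and ERR regulators at −0.093, expression and import genes at −0.086 and fusion, fission and carriers at −0.24. Endothelial genes differed by −0.26, fibroblast genes by −0.19 and nerve genes by −0.17. The paper's own lists stood at −0.24 for the Ts3Yah mitochondrial genes, −0.39 for the Ms3Yah mitochondrial genes and −0.24 for the QRT-PCR panel. With an estimated correlation 12 of the 24 lists kept their call. These were the interval genes, complexes III, IV and V, the TCA cycle, fatty acid oxidation and ketone and branched-chain amino acid breakdown. Mitochondrial-DNA-encoded genes, fusion, fission and carriers, endothelial genes, the Ms3Yah mitochondrial genes and the QRT-PCR panel complete them. The others lost it.
Single mice lay far from the rest of their group in 18 of 336 groups of values, where 16.8 would be expected by chance at about 1 in 20. Ms3Yah replicate 37038 had an energy gene mean of 11.85 log2 (others 11.73 to 11.77), an endothelial mean of 8.89, an *Atp5j* value of 12.08 and a *Chodl* value of 8.15. Ms3Yah replicate 37072 had the lowest median raw signal of the Ms3Yah group, 86.4, replicate 37074 *Adal* at 7.32 and *Eva1b* at 7.70. Diploid replicate 37094 of that line had fatty acid oxidation at 10.57 and fast fibre genes at 14.53, and replicate 37145 complex II at 10.55 and a *Jam2* probe at 6.83. In the other line Ts3Yah replicate 34725 had mitochondrial ribosomal proteins at 9.86, replicate 34558 *Usp25* at 7.32 and replicate 34498 *Jam2* at 7.21. Diploid replicate 34923 had *Jam2* at 7.12 and *Rnf10* at 11.61, replicate 34561 *Cmss1* at 9.21 and replicate 34925 *Cyc1* at 12.30.
Random splits of the mice into groups of the same sizes show where chance can be excluded. In Ts3Yah 1 of 100 splits called as many lists as the real grouping (21 real, highest other split 15), counting the real grouping itself. In Ms3Yah 3 of 100 did (20 real, highest other 21), and 1 of 100 for lists that differ between lines (24 real, highest other 20). Those counts include 7 lists drawn from the paper's results or discussion, which favour the real grouping. They are the PGC-1 and ERR regulators and the lists named by the paper except its QRT-PCR reference genes. Without them, and adjusted over the other lists, 1 of 100 splits reach the real count in Ts3Yah (18 real, highest other 12). In Ms3Yah 3 of 100 do (16 real, highest other 18), and between lines 1 of 100 (19 real, highest other 17). Chance is excluded for these counts as they stand. They still hold the interval genes, whose copies differ fully only in the real grouping, and no count was made without that list. As other Ms3Yah splits called 15, 15, 15, 17 and 18 lists, chance is not excluded there for lists outside the interval. Chance is also excluded for the count of 8 adjusted probes of Ms3Yah (2 of 100 splits, highest other 836) and of 12 probes that differ between lines (2 of 100, highest other 693). Most of the 8 and all but 3 of the 12 read interval genes, whose copies differ fully only in the real grouping. These counts were not repeated without interval probes, so they do not show changes outside the interval beyond chance. Chance is not excluded for the 2 adjusted probes of Ts3Yah (6 of 100, highest other 18). Counts without adjustment do not exclude it either, at 24 of 100 for the 2441 probes of Ts3Yah (highest other 3827) and 31 of 100 for the 2291 probes of Ms3Yah (highest other 5112). Past the fold-change thresholds the numbers were 21 of 100 (209 real, highest other 632) and 35 of 100 (175 real, highest other 1086). For probes in opposite directions they were 6 of 100 (14 real, highest other 46), and 9 of 100 with interval probes left out (8 real, highest other 46).
A split that calls several times the real count points to structure of the samples beyond genotype. The Ms3Yah split with 836 probes put 3 of 6 carriers and 3 *Xist*-high mice on a side and followed the first principal component fully (0 of 36 pairs out of order, 26.7% of variance). The Ts3Yah split with 18 probes had 2 carriers and 1 *Xist*-high mouse among 6 on that side, so it nearly follows *Xist* level as well, with a slow fibre gap of 0.588 log2, and followed the first component in 28 of 30 pairs.
Energy genes stood lower in Ts3Yah and higher in Ms3Yah, and 3 explanations other than gene dosage were tested, with the *Xist* gap and the muscle subunits added after first tests had left *Xist* level in Ts3Yah and vessel cells standing. Unequal numbers of *Xist*-high mice are argued against in Ms3Yah, with 3 of 6 in both groups, a gap of 0.015 (SE 0.022) between *Xist*-high and other arrays at the same genotype, and p = 0.005 by two-sided permutation within *Xist* levels. In Ts3Yah (4 of 6 against 2 of 5) they would need a gap of −0.28, where 0.023 (SE 0.032) was seen, which argues against them too, although the call is lost (p = 0.0667, 150 permutations) while the shift went from −0.075 (SE 0.029) to −0.081 (SE 0.032). A different share of slow fibres stays open, as slow fibre genes gave 0.016 (SE 0.315) and 0.046 (SE 0.297), too imprecise to exclude shifts of the size seen. More or fewer vessel cells would move the endothelial genes, which gave −0.13 (SE 0.047) and 0.14 (SE 0.050), but are argued against as the whole cause, because the muscle subunits *Cox6a2*, *Cox7a1* and *Cox8b*, which vessel cells barely express, moved too, by −0.11 (exact p = 0.039) and 0.10 (exact p = 0.0043).
A nonagouti probe was detected in Ms3Yah mice only, and 3 explanations were tested. A probe reading another transcript stays open, because the second nonagouti probe gave an exact two-sided p of 0.0541. A strain haplotype that shifts several genes around nonagouti is argued against. Only 1 of the 20 nearest measured genes on chromosome 2, *Zfp341*, lay below unadjusted p = 0.05 (limma). A haplotype that changes nonagouti alone stays open, as neighbouring genes cannot test it. Sequence brought by the targeting vectors stays open, since *Hprt* gave a log2 of −0.18 (SE 0.174) and *Tyr* was detected on 0 arrays, which tells nothing about a coat-colour cassette that carries nonagouti.
*Usp25* stood lower in both lines although Ts3Yah mice carry 3 copies. A sequence difference of the engineered chromosome under the probe and lower expression of the gene are both open, because 0 of the 3 other *Usp25* probes was detected on every array (highest mean signal 89.9). The paper's QRT-PCR, not analysed here, counts *Usp25* with the genes that follow dosage, which goes against lower expression.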

How the results depend on the processing

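*Xist* level as a covariate and exact permutation on *Ppargc1a* and *Esrra* were chosen only after the result was seen. The normalisations, filters, tests, list methods and the leaving out of mice were chosen before the data were examined. The cause of any change with a setting was not tested. A fit by array position was planned and not run, because the files give no layout.
Over 27 results, 301 of 345 comparisons kept direction and side of the threshold. Of single probes outside those 27 results, 6404 of 6446 comparisons kept both, 29 were weaker, 13 stronger and 0 reversed. Of lists outside them 952 of 1087 kept both, 121 were weaker, 12 stronger and 2 reversed.
With neqc, probes past the fold-change thresholds numbered 839 in Ts3Yah and 734 in Ms3Yah, opposite probes 33 and adjusted probes of Ts3Yah 0 (limma; 2324 unadjusted). Median scaling gave 0 adjusted probes in Ts3Yah (limma; 1586 unadjusted), 4 in Ms3Yah and 6 that differ between lines. Series matrix values gave 1852 and 1810 probes past the thresholds, 57 opposite probes, 7 that differ, 4 adjusted in Ms3Yah and 0 in Ts3Yah. They called 13 Ts3Yah lists, complex I had −0.025 (adjusted p = 0.215) and complex III turned to 0.060 (adjusted p = 0.225).
Some list calls ended with the scaling. In Ms3Yah median scaling left mitochondrial ribosomal proteins at 0.013, ketone and branched-chain amino acid breakdown at 0.0085, PGC-1 and ERR regulators at 0.056 and the QRT-PCR panel at 0.0050, and in Ts3Yah proteasome genes at 0.016 and complexes III and V at −0.087 and −0.069, all without a call. Series matrix values left complex II at −0.41, nerve and Schwann cell genes at −0.25, immediate early and stress genes at 0.19 and proteasome genes at 0.056 in Ts3Yah without a call.
The share of higher calls past the thresholds also moved with the scaling. From 155 higher and 54 lower in Ts3Yah (74.2% higher) it went to 514 and 325 with neqc (61.3%) and 841 and 1011 with series matrix values (45.4%). From 128 and 47 in Ms3Yah (73.1%) it went to 56 and 67 with median scaling (45.5%) and 944 and 866 with series matrix values (52.2%). Among mice left out, the Ts3Yah higher calls became 255 without diploid replicate 34561 and 241 without 34731, and the lower ones 34 without Ts3Yah replicate 34662. The Ms3Yah higher calls became 201 without Ms3Yah replicate 37148 and 196 without diploid replicate 37094.
The detection filter left 17386 and 18061 expressed probes, and 1140 and 1011 below unadjusted p = 0.05 (limma). Among probes detected on every array of their line, the main fit had 1314 of 13672 in Ts3Yah and 1124 of 13584 in Ms3Yah below it. The filter keeps all of these, so fewer tested probes do not account for the whole drop. The methods' t-test, all 4 groups in one fit and the *Xist* covariate each gave 0 adjusted probes in Ts3Yah. With that covariate, slow fibre genes of Ts3Yah turned to −0.15 (adjusted p = 0.0351).
Camera with an estimated correlation called 0 lists in Ts3Yah and 3 in Ms3Yah. Complex I had −0.034 (adjusted p = 0.419) and 0.081 (0.0822), the TCA cycle −0.12 (0.0539) and 0.14 (0.0692), and fatty acid oxidation −0.10 (0.295) and 0.20 (0.0621). Exact permutation of the mice called 0 and 5, with adjusted p in Ts3Yah of 0.486 for complex I (−0.034), 0.096 for the TCA cycle (−0.12) and 0.362 for fatty acid oxidation (−0.10). In Ms3Yah it gave 0.0506 for complex I (0.081) and fatty acid oxidation (0.20). Without adjustment it called 13 and 16 lists. The 3 lists of Ms3Yah with an estimated correlation and the 5 with exact permutation include the interval genes. Both also include the paper's Ms3Yah mitochondrial genes, picked on these arrays. The test fry, which asks if the genes move one way on balance, called 5 and 8, with complex I at 0.404 (−0.034) and 0.0736 (0.081), fatty acid oxidation at 0.271 (−0.10) in Ts3Yah and the TCA cycle at 0.0616 (0.14) in Ms3Yah. Over all alternatives complex I ran from −0.061 to −0.025 and 0.035 to 0.084, the TCA cycle from −0.21 to −0.11 and 0.10 to 0.18, and fatty acid oxidation from −0.13 to −0.08 and 0.14 to 0.24.
With each mouse left out in turn, Ts3Yah had 0 to 2 adjusted probes, 2099 to 2680 unadjusted, 150 to 330 past the thresholds (330 without diploid replicate 34561), 14 to 23 lists and 43603 to 43705 expressed probes. The 14 lists came without diploid replicate 34925, and 2 adjusted probes were counted only without Ts3Yah replicate 34498 or 34558. Ms3Yah had 6 to 9, 2107 to 2408, 153 to 254, 20 to 22 and 44106 to 44229. Interval probes adjusted over the list alone stayed at 9 in Ts3Yah and ran from 12 to 13 in Ms3Yah. Between lines, 10 to 19 probes differed (19 without Ms3Yah replicate 37148), 10 to 21 were opposite (21 without Ts3Yah replicate 34730), and the correlation of fold changes ran from −0.13 to −0.01. In Ts3Yah complex I ran from −0.045 to −0.014, its call lost without Ts3Yah replicates 34558 or 34725 or diploid replicates 34731 or 34925. The TCA cycle ran from −0.14 to −0.11, fatty acid oxidation from −0.14 to −0.055 (−0.055 without Ts3Yah replicate 34558) and glycolysis from −0.02 to 0.00. In Ms3Yah they ran from 0.064 to 0.094, 0.13 to 0.17, 0.17 to 0.25 and −0.01 to 0.02. Slow fibre genes of Ts3Yah ran from −0.20 (adjusted p = 0.00946, without Ts3Yah replicate 34730) to 0.16 (without replicate 34558). *Ppargc1a* ran from −0.00 to 0.17 in Ts3Yah (0.17 without diploid replicate 34561) and 0.27 to 0.36 in Ms3Yah. *Esrra* ran from −0.35 to −0.26 and from 0.20 to 0.30.
Raw signals hold background, so fold changes of dim probes are drawn towards 1 and thresholds on them miss dim genes.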

Differences from the paper's values

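The comparisons with mice left out and the tally of directions were chosen only after the result was seen. Of 30 values compared with the paper, 3 differ, meaning that the larger is over 1.5 times the smaller, and a value comes near when it is within 1.5 times. The other settings named here were chosen before the data were examined.
The share of probes below unadjusted p = 0.05 that pass the fold-change thresholds is 8.56% in Ts3Yah, where the paper gives about 5%. Of 11 other settings only the methods' t-test comes near, with 6.18%, and among 11 mice left out 2 come near. All these run from 6.18% to 98.8%. In Ms3Yah the share is 7.64%, where the paper gives about 5%. Near it come the methods' t-test with 6.20%, quantile normalisation within each line with 7.46%, median scaling with 7.48% and no filter with 7.49%. Among 12 mice left out 1 comes near, and these settings run from 6.20% to 98.8%. Tables S2 and S3 list 143 and 136 probes, out of the 2302 and 2246 that the paper counts, so they lie closer to the t-test here than to 5%, which its sentence gives for genes.
For *Esrra* in Ts3Yah the methods' t-test gives p = 0.00309, where the paper gives 0.01. None of the 4 other settings for this value comes near: neqc gives 0.00314, quantile normalisation within the line 0.00302, median scaling 0.0547 and series matrix values 0.00316. Among 11 mice left out, 6 come near. A second *Esrra* probe gives 0.00922 with a fold change of 0.874, while the paper's fold change of 0.81 fits the first probe, at 0.812.
Other values lie close. The paper counts 43058 and 43632 expressed probes against 43917 and 44363 here, 2302 and 2246 probes below p = 0.05 against 2441 and 2291, and 8 opposite genes against 9.
Statements of direction differ in places. Over the paper's kinase and translation list in Ts3Yah, 7 genes have a positive and 10 a negative change by brightest probe. *Hk2*, *Ckmt2*, *Dapk2*, *Mpp3*, *Atp1b1* and *Smg1*, which the text counts as overexpressed, were lower here. Table S2 gives all of them fold changes below 1 too, so the paper's text and table differ. Over its mitochondrial list for Ts3Yah 9 genes are negative and 3 positive, and *Tomm22*, *Hsd3b2* and *Tmem160*, which the text counts as underexpressed, were higher here and stand above 1 in Table S2 (1.45, 1.26 and 1.21). The paper finds no set up in Ts3Yah or down in Ms3Yah with gene set enrichment, and camera called 6 lists higher in Ts3Yah and 4 lower in Ms3Yah on other lists. With an estimated correlation 0 of the 6 and 1 of the 4, the interval genes, kept the call. Glycolysis and gluconeogenesis, named among the shifted sets, gave no call here, on a list written by hand whose members may differ from the paper's set. *Hist1h4h* (*H4c8*), given as opposite, has a fold change of 0.808 in Ts3Yah and so misses 0.8. *Usp25*, counted with genes that follow dosage by QRT-PCR, was lower on the arrays in Ts3Yah.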

Other observations

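The union of 116 energy genes with its permutation tests and the choice of hypotheses in this part were chosen only after the result was seen.
Fibroblast and matrix genes rose in Ms3Yah by a mean log2 of 0.21 (camera adjusted p = 4.4e-06; adjusted p = 0.192 with an estimated correlation), where the collagen processing gene *Pcolce* (1.34) and collagen *Col1a1* (1.55) passed over the list alone. In Ts3Yah they gave 0.015 and no call (adjusted p = 0.643), with *Col1a2* at 0.740. The lines differed by −0.19 (adjusted p = 0.014; adjusted p = 0.467 with an estimated correlation). Nerve and Schwann cell genes fell in Ts3Yah by 0.14 with 8 of 8 members negative (adjusted p = 0.0235; adjusted p = 0.419 with an estimated correlation), myelin basic protein *Mbp* at 0.680 among them. That call held in 7 of 11 cases with 1 mouse left out, and the shift was −0.038 without diploid replicate 34925. In Ms3Yah they gave 0.029 (adjusted p = 0.658). Adipocyte genes gave −0.090 in Ts3Yah without a call (adjusted p = 0.115) and macrophage genes 0.11 in Ms3Yah (adjusted p = 0.14).
Antioxidant genes gave −0.065 in Ts3Yah and −0.028 in Ms3Yah, with no call (adjusted p = 0.18 and 0.412), although *Keap1* rose and *Mgst1* fell in Ts3Yah over the list alone. Satellite cell and regeneration genes gave 0.054 and −0.041 (0.463 and 0.904), the second with a median of 0.0056, with *Megf10* at 1.09 in Ms3Yah. Erythroid genes gave 0.036 and 0.040 with medians of −0.025 and −0.047 (0.76 and 0.968), and sex genes −0.051 and 0.11 (0.643 and 0.934). Growth and atrophy genes gave 0.027 in Ts3Yah with a median of −0.018 (0.906), where the translation repressor *Eif4ebp2* and the autophagy gene *Gabarapl1* (1.27) rose over the list alone. Calcium and contraction genes gave 0.017 in Ms3Yah (0.904), cytosolic ribosomal proteins gave −0.022 (0.408), proteasome genes −0.035 (0.0885) and the kinase and translation list 0.081 (0.656).
Outside the interval no genome-wide opposition of the log2 changes of the lines was detected. Pearson correlation over 43098 probes was −0.07 (p = 0.614 from 100 relabelings, which ran from −0.39 to 0.38), and Spearman correlation −0.04 (p = 0.515). Probes are not independent replicates in these values. With relabelings that wide, a moderate opposition could be missed. Over lists, the lines differed by −0.20 for the energy genes, with shifts of −0.075 (SE 0.029) in Ts3Yah and 0.12 (SE 0.021) in Ms3Yah. The Ts3Yah shift is weakly shown, with exact permutation p = 0.0476, and 0.0667 within *Xist* levels.
One hypothesis is that the energy shift of Ms3Yah belongs to the muscle fibres. The subunits *Cox6a2*, *Cox7a1* and *Cox8b*, at 0.10 in Ms3Yah and −0.11 in Ts3Yah, are consistent with that, while endothelial genes at 0.14 and −0.13 leave room for a share of vessel cells. Counting capillaries per fibre and measuring COX activity in single fibres of the same muscles would separate the 2.
The nonagouti signal in Ms3Yah muscle could come from the coat-colour cassette of a targeting vector, which *Hprt* at a log2 of −0.18 leaves open. A PCR across the cassette and the first nonagouti exons would show it. *Usp25*, with 0 other probes detected on every array, could be read by allele-specific quantitative PCR in Ts3Yah muscle.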
